# Lymph Vessels Associate with Cancer Stem Cells from Initiation to Malignant Stages of Squamous Cell Carcinoma

**DOI:** 10.3390/ijms241713615

**Published:** 2023-09-02

**Authors:** Anna Cazzola, David Calzón Lozano, Dennis Hirsch Menne, Raquel Dávila Pedrera, Jingcheng Liu, Daniel Peña-Jiménez, Silvia Fontenete, Cornelia Halin, Mirna Perez-Moreno

**Keywords:** cancer stem cells, lymph vessels, skin squamous cell carcinoma, tumor microenvironment

## Abstract

Tumor-associated lymph vessels and lymph node involvement are critical staging criteria in several cancers. In skin squamous cell carcinoma, lymph vessels play a role in cancer development and metastatic spread. However, their relationship with the cancer stem cell niche at early tumor stages remains unclear. To address this gap, we studied the lymph vessel localization at the cancer stem cell niche and observed an association from benign skin lesions to malignant stages of skin squamous cell carcinoma. By co-culturing lymphatic endothelial cells with cancer cell lines representing the initiation and promotion stages, and conducting RNA profiling, we observed a reciprocal induction of cell adhesion, immunity regulation, and vessel remodeling genes, suggesting dynamic interactions between lymphatic and cancer cells. Additionally, imaging analyses of the cultured cells revealed the establishment of heterotypic contacts between cancer cells and lymph endothelial cells, potentially contributing to the observed distribution and maintenance at the cancer stem cell niche, inducing downstream cellular responses. Our data provide evidence for an association of lymph vessels from the early stages of skin squamous cell carcinoma development, opening new avenues for better comprehending their involvement in cancer progression.

## 1. Introduction

Skin squamous cell carcinomas (SCC) are distressingly common and have the ability to metastasize [1]. Whole-genome sequencing studies have provided insights into the SCC mutational landscape [2,3], which is highly conserved between human and mouse skin [4]. Modeling the stages of skin carcinogenesis in mouse skin with chemical carcinogens, such as the widely used two-stage skin chemical carcinogenesis model involving dimethylbenz[a]anthracene (DMBA) and 12-O-tetradecanoylphorbol-13-acetate (TPA), has revealed similar recurrently mutated genes as those observed in human SCC [4]. The skin lesions of the DMBA/TPA carcinogenesis protocol appear as benign papillomas and other benign lesions that progress into squamous cell carcinomas (SCCs) [5,6,7]. This model, in combination with mouse genetics, has exposed the essential roles of driver genes that partake in the initiation, promotion, and progression into malignancy [5,6,7]. These approaches have also provided platforms to identify the cells within the skin, such as hair follicle stem cells (HFSC), that could initiate SCC when carrying driver gene mutations, self-renew, and sustain tumorigenesis—defined as skin cancer stem cells (CSCs) [8,9]. However, the skin mutational burden alone is insufficient to initiate tumorigenesis [10,11], and mounting data indicate that it requires a chronic tumor-supportive microenvironment [12,13,14]. 

In recent years, several advances have provided insight into the composition and contribution of the complex milieu in which skin CSCs reside [15,16,17]. Skin CSCs establish signaling crosstalk with different cell types, including neighboring cancer cells [18], blood vasculature [19,20], and immune cells [21,22]. Clonal CSCs evolve into malignancy in this complex microenvironment, acquiring additional genetic traits that promote heterogeneous cell plasticity states, local invasion, and metastatic dissemination [23,24,25,26,27]. SCC metastatic cells disseminate to tumor-draining-lymph nodes through intratumoral lymph vessels (LVs), spurred by the lymphangiogenic vascular endothelial growth factor C (VEGF-C) [28]. 

Despite the relevance of LVs in skin tumorigenesis, whether LVs interact with the CSC niche remains elusive. Additionally, it is unknown whether such interactions only occur at the late SCC stages. Interestingly, the blockade of the lymphangiogenic factors VEGF-C and VEGF-D inhibits inflammatory skin carcinogenesis [29], supporting the contribution of LVs to tumor development. However, the distribution of LVs at the CSC niche and their potential involvement in tumor initiation is unknown.

In the skin, dermal LVs distribute into two plexuses termed the upper and lower horizontal plexuses [30,31]. Capillary LV networks extend to the upper dermis, whereas collecting LVs reach the lower dermis and the uppermost area of the subcutaneous tissue. We, along with other groups, recently uncovered that LV capillaries are associated with the HFSC niche [32,33,34], regulating HFSC activation state and skin regeneration [32,33].

The fact that SCC can originate from HFSC [8,9] suggests the potential association of LVs and the CSC niche from the initial stages of tumor development. In this study, we investigate whether LVs associate with the CSC niche in benign and SCC skin lesions. We also assess the LV–cancer cell association using cell lines representing the initiation and promotion stages of mouse skin carcinogenesis. Our findings reveal that LV localization at the CSC niche is an early event already present in benign skin lesions. In cell culture, LVs establish direct heterotypic interactions with initiated and promoted cancer cells, without changing their proliferative behavior. Transcriptome analyses exposed cell adhesion, vessel remodeling, and immunity as the top categories involved in their direct crosstalk. These findings reveal that LVs integrate at the CSC niche through adhesive interactions and emphasize the influence of the cancer–LV crosstalk in regulating cancer-cell-driven LV remodeling and immune modulatory cues. Our results pave the way to explore further the contributions of LVs associated with the CSC niche to skin carcinoma initiation, development, and stemness.

## 2. Results

### 2.1. LVs Distribute at the CSC Niche in Mouse and Human Benign and Malignant Skin Lesions

To investigate the relative localization of LVs to CSCs, we conducted histopathological and immunofluorescence microscopy analyses (IFM) on mouse skin sections from benign papillomas and keratoacanthomas, along with SCC (Figure 1A–D) obtained from mice exposed to the two-stage DMBA/TPA skin chemical carcinogenesis protocol. Representative lesions of papillomas displayed a keratotic wart-like organization, whereas keratoacanthomas exhibit a dome shape with a central keratinized crater and squamous down growths with hyperplastic cells [35,36] (Figure 1A,B). SCC exhibited keratinized pearls with well-differentiated areas and regions with elongating edge ridges projecting to the dermis with atypical squamous cells showing hyperchromatic nuclei with mitosis and high nuclear-to-cytoplasmic ratio [37] (Figure 1A,B). 

To evaluate the presence and distribution of LVs within mouse skin lesions, we conducted IFM analyses, utilizing markers for LVs (LYVE-1, lymph vessel endothelial hyaluronan receptor 1) [38], cancer stem cells (CSCs) (SOX2, nuclear SRY-Box Transcription Factor 2) [39,40], and basal progenitor keratinocytes (K5, Keratin 5) [41], which, in the context of skin carcinomas, showcase uncontrolled growth, extending into suprabasal layers. Our findings revealed that LV capillaries were predominantly localized at the tumor–stroma border (Figure 1C) and also expressed the bonafide markers VEGF Receptor 3 (VEGFR3) [42] and the PROX1 transcription factor [43] (Figure S1A). LVs were closely juxtaposed to distinct areas of CSCs expressing nuclear SOX2 across all types of skin lesions (Figure 1C and Figure S1B). The surrounding perilesional regions, which exhibited a normal epidermal architecture and lacked SOX2 expression, served as internal controls, highlighting the absence of direct LV proximity to the epidermis (Figure S1C). LV capillaries showed proximity to areas with hair follicles when present, as previously documented [32,33,34]. In specific regions, LV capillaries extended and infiltrated the tumor–stroma border, establishing contacts with CSCs at these discrete locations (Figure 1D). No significant global changes in the overall density of peritumoral LVs were observed among the different types of skin lesions: papillomas, keratoacanthomas, and SCC (Figure S1D). 

To determine whether LVs were predominantly associated with nuclear SOX2^−^ positive CSCs rather than with all cancer cells, we quantified the relative distances between LV with SOX2^+^ cells, as well as between LV with K5^+^ SOX2^−^ cells. We observed that the closest association occurred between LVs and CSCs presented as aggregated quantifications (Figure 1E), since no discernible differences were observed among the various types of skin lesions.

Moreover, to provide functional support for the indication that LVs distributed within the CSC niche, we employed skin sections from K15-CrePR1; Wls^fl/fl^ (Wls^∆K15^) genetically modified mice and control mice subjected to the two-stage DMBA/TPA skin carcinogenesis protocol. The genetic knockout of Wls in hair follicle Keratin 15+ cells results in reduced tumor growth, incidence, and reduced SOX2-positive CSC cell numbers in the skin [44]. Strikingly, the decrease in CSC numbers was also associated with the absence of LV distribution at epidermal sites (Figure 1F).

To evaluate if LVs distributed at the CSC niche in human skin, we analyzed human SCC biopsies from the early T1 to the T2 stage, with either grade 1 or 2 (Figure S1E,F) [45]. Similarly to the observations in mouse skin, LV localized in the vicinity of CSCs more closely than to single labeled K5-positive cancer cells, remaining consistent across the different analyzed stages (Figure S1G). These observations indicate that the LVs are part of the CSCs in skin lesions at different stages and grades, suggesting the existence of signaling crosstalk and functional interactions between them, starting already in tumor lesions with lower recurrence and minimal risk of metastasis and death [46,47]. 

### 2.2. LECs and Cancer Cells Do Not Reciprocally Influence Their Proliferation

Seeking to address the direct role of lymphatic endothelial cells (LECs) in the CSC niche, we turned to in vitro studies due to the complexity of intercellular connections in skin tumors. We established co-cultures of LECs and skin carcinoma cell lines to allow indirect and direct intercellular communication (Figure 2A). For this purpose, we used the immortomouse-isolated dermal LEC line [48] and two mouse skin squamous carcinoma cell lines, PDV and HaCa4 [49,50,51,52], both of which express the CSC marker SOX2 (Figure S2A). The sole expression of SOX2 is required for maintaining the tumor-initiating properties, being more than a marker but a critical factor for CSC functions [39,40]. The epithelial PDV cell line represents the initiation stage of the two stage-skin chemical carcinogenesis protocol [7] as it was transformed in vitro with dimethylbenz[a]anthracene (DMBA), carries the oncogenic H-Ras G12V mutation, and can initiate tumors [50,51]. The HaCa4 cell line is derived from mouse skin carcinomas, carrying the oncogenic H-Ras G12V mutation and treated with 12-O-tetradecanoylphorbol-13-acetate (TPA), representing the two-stage skin carcinogenesis promotion stage [49,51]. It exhibits an epithelioid morphology and can initiate tumors that progress to malignancy [50,51]. 

We evaluated the effect of co-culturing LECs and cancer cells on cell proliferation by IFM analyses using the phospho Histone H3 cell proliferation marker (Figure 2B,C). Upon quantification, our findings did not reveal significant differences between the proliferation of LECs and cancer cells growing in individual cell cultures to those in co-culture (Figure 2B,C). Interestingly, LECs remained distributed near PDV or HaCa4 cells in co-culture (Figure 2B,C), but not to the immortalized mouse keratinocyte cell line MCA3D, and appear distinctly segregated. This cell line possesses epithelial characteristics, expresses normal Ras proteins, and is incapable of initiating tumorigenesis [51,52,53] (Figure S2B). This observation mirrors the in vivo scenario at the CSC niche compared to non-lesion areas (Figure 1 and Figure S1C). Our results show no influence of LECs on cancer cell proliferation, and vice versa, at the analyzed time, despite maintaining their close association, suggesting a potential role for LECs in additional aspects of carcinogenesis.

### 2.3. Gene Expression Profiling Reveals a Reciprocal Regulation of Cell Adhesion and Immunity between LECs and Cancer Cells 

We next conducted transcriptome analyses to gain further insight into the mechanisms underlying the connection between LECs and cancer cells at the CSC niche and their potential roles in tumorigenesis. For these studies, we used the HaCa4 cell line since it initiates a high number of tumors and progresses further into malignancy, thus, comprising a broader spectrum of tumorigenesis features [50,51]. 

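Bulk RNA sequencing was performed on 11 libraries from mouse cell lines. HaCa4 is a mouse skin squamous cell carcinoma line, and the LECs are conditionally immortal mouse lymphatic endothelial cells. The groups were HaCa4 control (n = 2) and LEC control (n = 3), grown as individual cultures, and HaCa4-sorted (n = 3) and LEC-sorted (n = 3), isolated by FACS after 24 h of co-culture. For the sorting, cancer cells carried the dye CFSE and LECs were recognised by an antibody to CD31, the protein encoded by *Pecam1*. The paper's text does not state whether the controls were also stained and sorted, or which medium the co-cultures had. Effects of staining, sorting, or medium therefore cannot be separated here from those of co-culture. The authors filtered the reads, aligned them to GRCm38.p6, and deposited TPM values (transcript abundance scaled to a fixed total per library) for each gene and library, rounded to 2 decimals. The values analysed here cover 290 genes for HaCa4 and 191 genes for LECs, with the same genes in every library of a cell line. TPM keeps no record of the number of reads, so the depth of each library is unknown. Of the total TPM of a library, the listed genes accounted for 2.28% and 2.39% in the HaCa4 controls and for 1.98%, 1.84%, and 2.07% in HaCa4-sorted replicates 1 to 3. In LECs they accounted for 2.51%, 3.04%, and 2.61% in the controls and 3.40%, 3.85%, and 2.99% in the sorted replicates. Each sorted population was compared with the control of its own cell line by limma with a mean-variance trend on log2(TPM + 1). The test was two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the listed genes of that cell line. Log2 fold changes are therefore on the log2(TPM + 1) scale, which understates the change of genes with few transcripts. The thresholds were those of the paper, an absolute log2 fold change of at least 0.5 and an adjusted p of at most 0.05. The listed genes are a selection, so the adjusted p-values are not independent evidence for genes that the study chose on these samples. No rescaling was applied, since a selected set of genes gives no unbiased scaling factor. Scaling each library to the same median shifted the log2 fold changes of the listed genes by a median of -0.72 in HaCa4 and -0.61 in LECs. Since the listed genes mostly rise, such scaling lowers rises and deepens falls by construction. A rise that is lost or turned after scaling is therefore not shown to be absent.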

We compared the transcript levels of FACS-isolated HaCa4 cells and LECs from co-cultures with those from individual cell cultures (Figure S3). 

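Of the 290 genes listed for HaCa4 cells, 192 had a higher mean TPM in HaCa4-sorted than in HaCa4 control and 98 had a lower one. In 183 of the higher and 97 of the lower genes, the 3 sorted and 2 control libraries did not overlap. For 2 libraries against 3, chance alone separates 20% of unselected genes. The listed genes are a selection, so their lack of overlap is not independent evidence of a change. After scaling each library to the same median, 118 of 170 higher and 101 of 120 lower genes had no overlap. With limma, 87 genes passed both thresholds, 46 upregulated and 41 downregulated. This number was sensitive to the treatment of low values, and 177 genes passed (120 upregulated, 57 downregulated) when the pseudocount was 0.1. With each library scaled to the same median, 145 genes passed, and the balance turned to 50 upregulated and 95 downregulated. The number was also sensitive to single libraries. Without HaCa4-sorted replicate 1 there were 194 genes past the thresholds, and without replicate 3 there were 0, although 126 had an unadjusted p under 0.05. Of the 192 higher genes, 98 were under 0.5 TPM in both controls. Among these 98, 86 were highest in sorted replicate 2, next in replicate 3, and lowest in replicate 1. LEC RNA or LEC cells in the sorted samples are a candidate explanation for this order, as the additional observations set out. Among genes past the thresholds with no overlap, the largest rises were those of *Emcn*, *Plvap*, and *Ctla2a*. *Emcn*, on chromosome 3 from 137341062 to 137431069, was listed at 0 in both controls and at 6.24, 95.05, and 41.28 TPM in sorted replicates 1 to 3. *Plvap* reached 2.03, 40.13, and 15.42 TPM from 0.03 ± 0.04 TPM (SD, n = 2). *Ctla2a* rose from 2.46 ± 0.41 TPM (SD, n = 2) to 37.5 ± 32.4 TPM (SD, n = 3), and its SD was nearly as large as its mean. The largest falls were those of *Krt6b*, *Tslp*, and *Mmp13*. *Tslp* fell from 91.8 ± 9.40 TPM (SD, n = 2) to 24.8 ± 4.80 TPM (SD, n = 3), a log2 fold change of -1.86 (standard error 0.19, adjusted p = 0.0165 from limma). The log2 fold changes of *Krt6b* and *Mmp13* were -1.87 (standard error 0.43) and -1.70 (standard error 0.51).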

The differential expression analyses revealed a total of 217 transcripts deregulated in HaCa4 co-cultured with LECs compared to HaCa4 control (142 upregulated, 75 downregulated) (Figure S3C,E). 

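Gene ontology enrichment in HaCa4 cells was not recomputed, because its background is every gene that could have been called and only the listed genes were used here. The genes that Fig. 3B shows for adhesion, angiogenesis, and immune response can be followed one by one. Of 6 genes shown for adhesion, *Thy1*, *Icam2*, *Emcn*, *Pecam1*, and *Lgals3bp* had higher means in HaCa4-sorted, and *Spp1* a lower one. *Spp1* fell from 4754 and 4855 TPM in the controls to 3024, 1850, and 2994 TPM, a log2 fold change of -0.91 (standard error 0.25, adjusted p = 0.0405 from limma). *Pecam1* had 0.09 ± 0.07 TPM (SD, n = 2) in the control and 1.29, 24.25, and 9.38 TPM in sorted replicates 1 to 3 (adjusted p = 0.0543 from limma). All 5 angiogenesis genes followed here, *S1pr1*, *Srpx2*, *Tie1*, *Ecscr*, and *Ptprb*, were higher in every sorted library than in both controls, and 0 of them passed the thresholds. The sorted replicates differed widely, as in *S1pr1* with 0.79, 16.58, and 7.75 TPM. *Ctgf* and *Hspb1* were not analysed here. Among the immune genes, *Il11* rose from 6.97 ± 2.14 TPM (SD, n = 2) to 27.9 ± 14.5 TPM (SD, n = 3), with an adjusted p of 0.0418 from limma. *Cx3cl1* fell by 0.97 on the log2 scale (standard error 0.16, adjusted p = 0.0308 from limma). *Lif* was also lower in every sorted library (adjusted p = 0.0629 from limma).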

Gene ontology (GO) enrichment analyses revealed that the top category in HaCa4 cells co-cultured with LECs was cell adhesion, followed by angiogenesis and categories related to immune response (Figure 3A). Within the adhesion GO category, genes related to cell adhesion molecules (CAM) and cell-matrix adhesion were found to be deregulated. Notably, these adhesion genes are connected with angiogenesis and immune response modulation, suggesting a potential integration of broad responses. 

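*Selp* (P-selectin, chromosome 1 from 164115264 to 164150026 of GRCm38.p6) had 6.00 ± 2.83 TPM (SD, n = 2) in HaCa4 control and 16.8 ± 4.07 TPM (SD, n = 3) in HaCa4-sorted. Its log2 fold change was 1.38 (standard error 0.35, adjusted p = 0.0386 from limma). *Itga2* (chromosome 13 from 114833081 to 114932100) fell from 40.0 ± 4.12 TPM (SD, n = 2) to 24.4 ± 3.38 TPM (SD, n = 3). Its log2 fold change was -0.70 (standard error 0.18, adjusted p = 0.0386 from limma). Without HaCa4-sorted replicate 3 both calls were lost, as were those of all other HaCa4 genes. With each library scaled to the same median, the log2 fold change of *Selp* fell to 0.62 and no longer passed, whereas that of *Itga2* was -1.54 and passed. *Icam1* (chromosome 9 from 21015940 to 21028814) was at 0.14 and 0.10 TPM in the controls and at 0.82, 7.27, and 3.46 TPM in sorted replicates 1 to 3. The log2 fold change of *Icam1* was 1.86 (standard error 0.67, adjusted p = 0.0621 from limma), short of the threshold. *Itga4* (chromosome 2 from 79255426 to 79333114) was at 0.01 and 0.00 TPM in the controls and at 0.15, 1.35, and 0.47 TPM in the sorted replicates (adjusted p = 0.157 from limma). In each of these 4 genes the control and sorted libraries did not overlap. Without sorted replicate 1, *Icam1* and *Itga4* passed the thresholds.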

Upregulated genes included the cell adhesion molecules *Icam1*, *Itga4*, and *Selp*, whereas *Itga2* was downregulated [54] (Figure 3B). Additionally, the transcriptome showed increased expression of the extracellular matrix proteins *Wisp1*, *Cyr61*, *Lgal3bp*, *Nid1*, *Lama4*, *Col5a3*, and *Tinagl1* [55,56,57,58]. 

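*Tinagl1* (chromosome 4 from 130165600 to 130175122) rose from 58.8 ± 2.20 TPM (SD, n = 2) in HaCa4 control to 103.0 ± 11.6 TPM (SD, n = 3) in HaCa4-sorted, a log2 fold change of 0.79 (standard error 0.13, adjusted p = 0.0308 from limma). *Lgals3bp*, written *Lgal3bp* in the paper, rose from 19.2 ± 1.88 TPM (SD, n = 2) to 42.3 ± 17.6 TPM (SD, n = 3), with an adjusted p of 0.0475 from limma. *Cyr61* had the highest level of the group, at 273.57 and 196.90 TPM in the controls and 472.23, 291.31, and 426.27 TPM in the sorted replicates (adjusted p = 0.0543 from limma). *Wisp1* rose from 9.95 ± 2.81 TPM (SD, n = 2) to 17.0 ± 2.87 TPM (SD, n = 3), with an adjusted p of 0.0633 from limma. When each library was scaled to the same median, the log2 fold changes of *Wisp1*, *Cyr61*, and *Tinagl1* turned to -0.07, -0.13, and -0.07, and that of *Lgals3bp* fell to 0.20 and no longer passed. Because this scaling lowers rises by construction, it does not show that these rises were absent. *Nid1* and *Lama4* were near 0 in the controls. *Nid1* reached 1.00, 13.87, and 5.55 TPM in sorted replicates 1 to 3 (adjusted p = 0.0569 from limma). *Lama4* reached 0.13, 1.59, and 0.33 TPM (adjusted p = 0.198 from limma). *Col5a3* was not analysed here.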

Interestingly, *Wisp*, *Cyr61*, and *Lgal3bp* have been described as playing roles in lymphangiogenesis or angiogenesis [59,60,61,62,63], the second top GO category. 

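*Adm* and *Cxcl3* passed the thresholds in HaCa4-sorted cells. *Adm* (chromosome 7 from 110627657 to 110629820) rose from 1.35 ± 0.45 TPM (SD, n = 2) to 9.96 ± 5.71 TPM (SD, n = 3), a log2 fold change of 2.11 (standard error 0.50, adjusted p = 0.0366 from limma). *Cxcl3* (chromosome 5 from 90786101 to 90788093) rose from 182.69 and 105.01 TPM to 290.83, 317.72, and 287.19 TPM, a log2 fold change of 1.10 (standard error 0.23, adjusted p = 0.0308 from limma). With the libraries scaled to the same median, the log2 fold change of *Cxcl3* was 0.24 and no longer passed. *Kdr*, *Flt4*, *Angpt2*, and *Cxcl12* were higher in every sorted library than in both controls without passing the thresholds. *Kdr* (chromosome 5 from 75932827 to 75979072) was at 0.05 and 0.00 TPM in the controls and at 0.15, 1.87, and 1.16 TPM in sorted replicates 1 to 3 (adjusted p = 0.118 from limma). *Flt4* (chromosome 11 from 49609679 to 49652739) was listed at 0 in both controls and at 0.23, 5.36, and 2.13 TPM in the sorted replicates (adjusted p = 0.098 from limma). *Angpt2* rose from 0.97 ± 0.08 TPM (SD, n = 2) to 5.79 ± 3.35 TPM (SD, n = 3), with an adjusted p of 0.0543 from limma. *Cxcl12* reached 0.23, 2.41, and 1.48 TPM (adjusted p = 0.115 from limma). *Kdr*, *Flt4*, *Angpt2*, *Adm*, and *Cxcl12* shared one order of the sorted libraries, with replicate 2 highest and replicate 1 lowest. *Mmp2* was not analysed here.

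**Figure D1:**
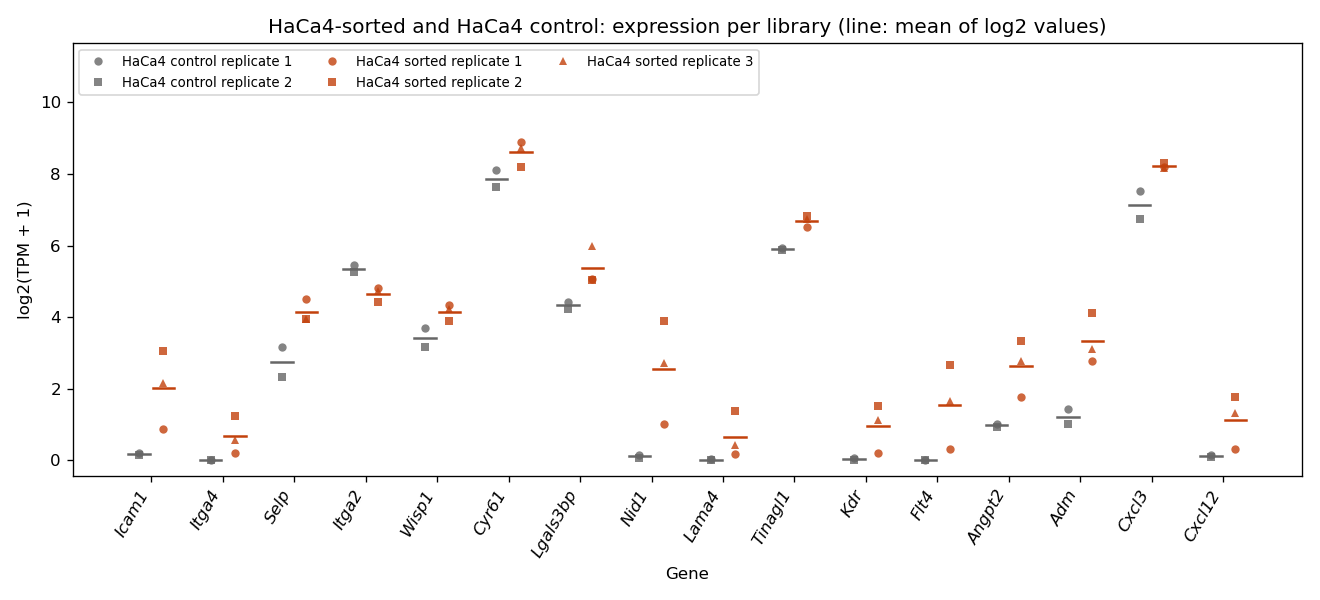
Expression of the genes named for HaCa4 cells, as log2(TPM + 1) on the y axis, with 1 point per library and a line at the mean of each group (HaCa4 control in grey, n = 2, and HaCa4-sorted in orange, n = 3; the symbol gives the replicate). For *Flt4* the sorted points correspond to 0.23, 5.36, and 2.13 TPM and lie far apart, whereas for *Cxcl3* they lie between 287.19 and 317.72 TPM.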

Among the upregulated genes in the angiogenesis group, with a role in endothelial cell remodeling, we found the VEGF receptor genes *Kdr* and *Flt4* (VEGFR2/VEGFR3) [64] and the secreted factors *Angpt2*, *Adm*, and *Mmp2* [65,66,67,68] along with the chemokines *Cxcl3* and *Cxcl12* [69], which were also present in the third top GO category, immune response. 

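Of the 25 listed genes that the text or Fig. 3B gives as upregulated in HaCa4 cells, all 25 had a higher mean in HaCa4-sorted, and all 5 given as downregulated had a lower one. The control and sorted libraries did not overlap in any of these 30 genes, and 11 of them passed the thresholds with limma. Of the 25 upregulated genes, 16 were under 0.5 TPM in both controls. All 16 were highest in sorted replicate 2 and lowest in replicate 1, so LEC RNA or LEC cells remain a candidate source for them. The paper takes the adhesion, angiogenesis, and immune genes together and proposes from them a response of the cancer cells to LECs.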

Overall, these findings suggest that LECs drive a global response in cancer cells which, in turn, could further modulate their tumor environment. 

The transcriptome analyses of the LEC, when co-cultured with cancer cells, revealed a reciprocal modulation, with 191 genes deregulated, including 127 upregulated and 64 downregulated compared to controls (Figure S3D,F). 

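All 191 genes listed for LECs differed in mean TPM between LEC-sorted and LEC control, 127 being higher and 64 lower in LEC-sorted. In 122 of the higher and 63 of the lower genes, the 3 sorted and 3 control libraries did not overlap, where chance separates 10% of unselected genes. These genes are a selection too, so the lack of overlap is not independent evidence. After scaling each library to the same median, 66 of 124 higher and 64 of 67 lower genes had no overlap. With limma, 184 genes passed both thresholds, 122 upregulated and 62 downregulated. With each library scaled to the same median, 110 genes passed, and the balance turned to 46 upregulated and 64 downregulated. Across the 6 fits that each left out 1 library, between 165 and 177 genes passed. The largest rise past the thresholds was that of *Lcn2* (chromosome 2 from 32384637 to 32387739), from 2.67 ± 1.34 TPM (SD, n = 3) to 557 ± 306 TPM (SD, n = 3). Its log2 fold change was 7.19 (standard error 0.43, adjusted p = 6.74e-05 from limma). The 3 largest falls were those of *Fosb*, *Sncg*, and *Ceacam1*, with log2 fold changes of -1.64, -1.58, and -1.53. *Sncg* fell from 108 ± 52.9 TPM (SD, n = 3) to 33.7 ± 9.58 TPM (SD, n = 3), with an adjusted p of 0.00684 from limma.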

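Gene ontology enrichment was not recomputed for LECs either. Among the immune genes shown in Fig. 3D and not named in the text, *Saa3* had the largest change. It was listed at 0 in controls 1 and 3, at 0.69 TPM in control 2, and at 7.73, 28.23, and 6.98 TPM in the sorted replicates (adjusted p = 0.00236 from limma). *C3* rose from 11.0 ± 7.29 TPM (SD, n = 3) to 55.7 ± 26.7 TPM (SD, n = 3), and *Cebpb* from 58.2 ± 8.67 TPM to 144 ± 38.3 TPM. *Lif*, which fell in HaCa4 cells, rose in LECs from 7.80 ± 0.42 TPM to 16.4 ± 3.62 TPM. *Bmp6* fell by 1.09 on the log2 scale (standard error 0.30, adjusted p = 0.0119 from limma). *Lpar1*, which Fig. 3D shows for adhesion, rose by 0.85 on the log2 scale (standard error 0.22, adjusted p = 0.00969 from limma).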

GO enrichment analyses showed the prevalence of immune, inflammatory response, and chemotaxis categories (Figure 3C). In the GO category, “regulation of cell shape,” adhesion receptor genes with roles in immune responses and endothelial cell remodeling were significantly upregulated. These genes comprised *Vcam1*, *Pdpn*, *Itga7*, *Sele*, and *Selp* [70,71,72] (Figure 3D). 

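All 5 genes passed the thresholds with limma, and in each the 3 LEC-sorted libraries lay above the 3 controls. *Selp* changed most, from 81.8 ± 28.8 TPM (SD, n = 3) in LEC control to 351 ± 177 TPM (SD, n = 3) in LEC-sorted, a log2 fold change of 2.02 (standard error 0.38, adjusted p = 0.00389 from limma). *Sele*, also on chromosome 1 from 164039614 to 164058487, rose from 31.0 ± 1.93 TPM to 101 ± 29.2 TPM (log2 fold change 1.64, adjusted p = 0.0016 from limma). *Pdpn* (chromosome 4 from 143267409 to 143299564) rose from 144 ± 42.3 TPM to 352 ± 101 TPM (log2 fold change 1.28, adjusted p = 0.00769 from limma). *Vcam1* (chromosome 3 from 116110020 to 116129688) rose from 36.5 ± 9.27 TPM to 79.0 ± 2.51 TPM (log2 fold change 1.12, adjusted p = 0.00384 from limma). *Itga7* (chromosome 10 from 128933421 to 128958286) was the lowest of the 5, at 1.68 ± 0.43 TPM in the control and 4.67 ± 2.06 TPM in LEC-sorted (log2 fold change 1.03, adjusted p = 0.017 from limma). The call for *Itga7* was lost without LEC control replicate 1 (adjusted p = 0.0611 from limma). With each library scaled to the same median, *Vcam1*, *Pdpn*, and *Itga7* kept their direction, at log2 fold changes of 0.51, 0.66, and 0.58, and no longer passed.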

Interestingly, *Vcam1*, *Sele*, and *Pdpn* could potentially associate with genes found in the cancer cell transcriptome, such as *Itga4* and *Lgal3bp* [73,74,75]. Additionally, we identified other upregulated genes involved in angiogenesis, lymphangiogenesis, and LV remodeling, such as the vascular regulators *Hif1a* and *Adm* [66,67,76]. Moreover, we identified genes modulating angiogenesis and immunity, including *Il6*, *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cxcl4*, and *Cxcl5* [77,78,79] (Figure 3D), and genes involved in the broader regulation of soluble and immune cellular responses, such as the *Ccl2*, *Ccl7*, *Ccl9*, *Ccl20*, *Csf1*, *Csf2*, *Csf3*, *Il23a*, and *Tnfsf15*, receptor *Il1r1*, and the transcription factors *Nfkb1*, *Nfkb2*, *Nfkbia*, and *Nfkbiz* [31,80]. These gene changes suggest that cancer cells influence the expression of potential adhesion links in LECs, thereby maintaining their location at the CSC niche. This influence, in turn, may promote endothelial remodeling and the expression of immune cues, potentially sustaining chronic immune responses.

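*Hif1a* (chromosome 12 from 73901324 to 73947554) rose from 120 ± 13.0 TPM (SD, n = 3) in LEC control to 206 ± 34.2 TPM (SD, n = 3) in LEC-sorted, a log2 fold change of 0.77 (standard error 0.18, adjusted p = 0.00744 from limma). *Adm* was already abundant in LEC control, at 344 ± 50.4 TPM (SD, n = 3), and reached 687 ± 138 TPM (SD, n = 3), with a log2 fold change of 0.99 (standard error 0.20, adjusted p = 0.00527 from limma). The 3 sorted libraries lay above the 3 controls for both genes. After scaling to the same median, their log2 fold changes were 0.15 and 0.36, and neither passed the thresholds.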

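The 6 cytokine and chemokine genes of the first group and 13 of the 14 genes of the second passed the thresholds in LEC-sorted cells, and in all 20 the sorted libraries did not overlap with the controls. *Csf3* (chromosome 11 from 98700183 to 98703631) rose from 1.02 ± 0.36 TPM (SD, n = 3) to 325 ± 215 TPM (SD, n = 3), a log2 fold change of 6.97 (standard error 0.65, adjusted p = 0.000543 from limma). *Cxcl1* (chromosome 5 from 90891245 to 90893121) rose from 14.1 ± 4.55 TPM to 1192 ± 589 TPM, a log2 fold change of 6.21 (standard error 0.40, adjusted p = 6.74e-05 from limma). *Cxcl5*, *Pf4* (named *Cxcl4* in the paper), *Cxcl3*, and *Cxcl2* lie in the same region of chromosome 5, between 90759298 and 90905938. Their log2 fold changes were 5.58, 2.07, 4.39, and 4.49. *Csf2* and *Ccl20* had log2 fold changes of 5.10 and 3.99. Those of *Ccl7*, *Il23a*, and *Ccl9* were 2.55, 1.45, and 1.20. *Ccl2* was the most abundant of these transcripts in both groups and rose from 1774 ± 466 TPM to 5137 ± 1118 TPM. *Il6* remained at a low level, with 0.36 ± 0.23 TPM in the control and 3.24 ± 1.32 TPM in LEC-sorted (adjusted p = 0.00527 from limma). *Tnfsf15* was the exception, at 0.02 ± 0.02 TPM against 0.40 ± 0.28 TPM, with a log2 fold change of 0.44 and an adjusted p of 0.144 from limma. Among the genes of the NF-κB family, *Nfkbiz* had a log2 fold change of 2.06, *Nfkbia* 1.30, *Nfkb1* 1.02, and *Nfkb2* 0.79. After scaling to the same median, *Csf1*, *Il1r1*, *Nfkb1*, and *Nfkb2* kept a positive log2 fold change, between 0.17 and 0.54, and no longer passed. In *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cxcl5*, *Ccl20*, *Csf2*, and *Csf3*, sorted replicate 3 was the lowest of the 3 sorted libraries.

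**Figure D2:**
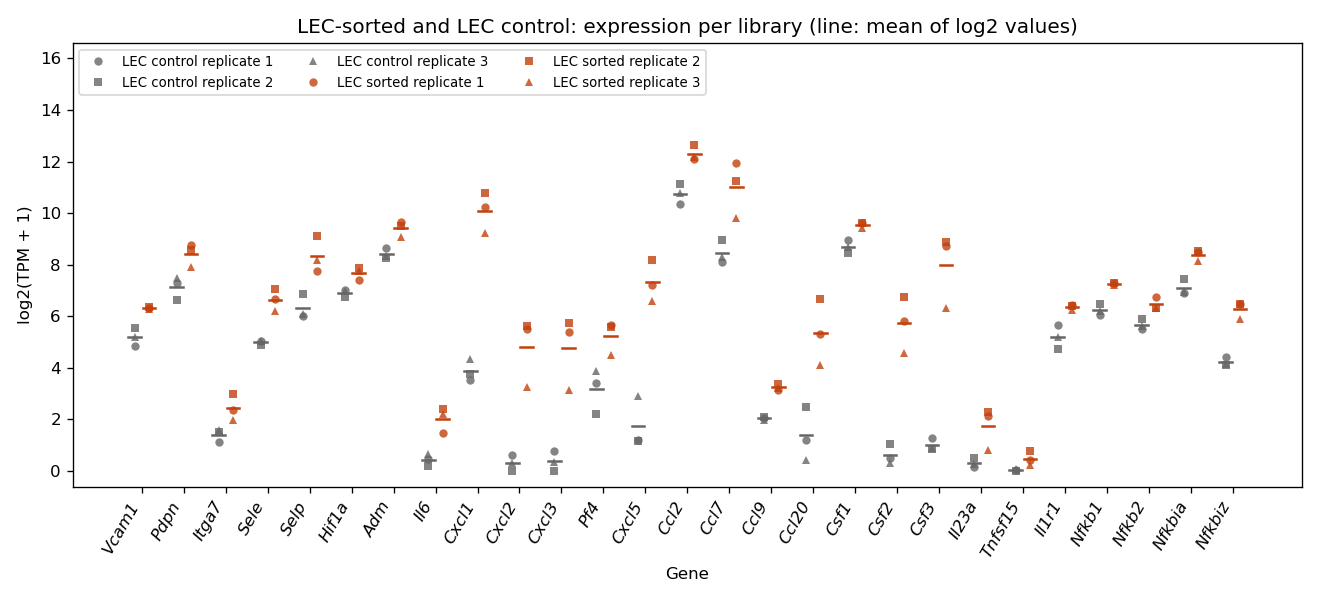
Expression of the genes named for LECs, as log2(TPM + 1) on the y axis, with 1 point per library and a line at the mean of each group (LEC control in grey, n = 3, and LEC-sorted in orange, n = 3; the symbol gives the replicate). The sorted points lie above all control points for every gene shown, from *Tnfsf15*, with a mean of 0.40 TPM, to *Ccl2*, with a mean of 5137 TPM.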

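Of the 34 genes that the text or Fig. 3D gives for LECs, 32 were higher and 2, *Baiap2* and *Bmp6*, were lower in LEC-sorted, as the paper gives them, and 33 passed the thresholds with limma. From the rise of the adhesion receptor genes, the paper proposes that cancer cells influence adhesion links in LECs and thereby keep them at the niche.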

Without excluding the possible relevance of paracrine cues in the reciprocal regulation of gene expression in cancer cells and LECs, we focused on the permanence of LECs in the CSC niche. Therefore, we focused on validating the mRNA expression of genes enriched in the cell adhesion category using RT-qPCR. For these experiments, we analyzed both initiated and promoted cancer cells co-cultured with LECs, to characterize a potential shared signature, along with LECs exposed to cancer cells (Figure 3E–H). The tested adhesion-related genes showed elevated expression in both PDV and HaCa4 (Figure 3E,F). Although the overexpression of genes, including *Lama4*, *Icam1*, and *Itg4*, differed in extent and exhibited a higher overexpression in HaCa4 than in PDV cells, these results suggest that LECs lead to the expression of cell adhesion molecules in cancer cells at both the initial and later stages of skin carcinogenesis. In turn, both initiated and promoted cancer cells induced gene expression changes in LECs, as seen by the overexpression of the analyzed adhesion genes in LECs upon co-culture with the two cell types (Figure 3G,H), although not all yet statistically significant. Furthermore, qRT-PCR analyses of some enriched genes in the angiogenesis and immune response categories were evaluated in both PDV and HaCa4, and a comparable signature was observed in this case as well (Figure 3E,F).

Overall, these results indicate that LECs and cancer cells at different stages of carcinogenesis have a direct mutual influence on the expression of adhesion molecules, potentially sustaining their close association in the niche. 

Moreover, our findings also revealed the effect of their direct crosstalk in fostering the expression of genes involved in vascular regulation and immunity-related responses. 

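A total of 23 genes were listed for both cell lines, so that their change in HaCa4-sorted and in LEC-sorted can be set side by side. In each of them the control and sorted libraries did not overlap in either cell line. The direction was the same in 7 genes and opposite in 16 (exact two-sided binomial test, p = 0.0931). *Adm*, *Cxcl3*, *Selp*, *Slco4a1*, *Akr1b3*, and *Fosl2* rose in both, and *Sncg* fell in both. *Cxcl3* rose more in LEC-sorted than in HaCa4-sorted, by a difference of 3.29 on the log2 scale (standard error 0.80, adjusted p = 0.00268 from an interaction term in limma). On the log2 scale *Adm* rose more in HaCa4-sorted (difference -1.13, standard error 0.49, adjusted p = 0.0468 from limma), although its mean rise there, 8.61 TPM, was a small part of its level in LEC-sorted. *Kdr* was higher in HaCa4-sorted than in HaCa4 control, by a mean rise equal to 1.03% of its LEC-sorted level, and fell by 0.59 in LECs on the log2 scale. Rises this small do not show in which cells of a sorted sample the transcripts were made.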

### 2.4. LECs Establish Heterotypic Cell–Cell Adhesion with Cancer Cells Representing the Initiation and Promotion Stages of Carcinogenesis

The adhesion of skin cancer cells to endothelial cells is a well-established phenomenon that enables tumor cell extravasation in the late stages of carcinogenesis. However, the mechanisms of their bonding during the early stages of cancer development remain unclear. In light of our transcriptome findings, we conducted experiments to assess the functional adherence of LECs to both PDV and HaCa4 cells to ensure that the observed close distribution resulted from direct binding and not random cell crowding. To this end, we established confluent monolayers of LECs and seeded either PDV or HaCa4 cells on top (Figure 4A), allowing them to attach at different time points. After the designated time, we washed out non-adhered cells to gain valuable insights into the speed and efficiency of cell attachment. The results show that LECs can adhere to both PDV and HaCa4 cells (Figure 4B). Interestingly, the kinetics of cell adhesion differed based on the number of adherent cells over time. The PDV cell line exhibited a delayed initial attachment to LECs, compared to the HaCa4 cell line (Figure 4C), potentially attributed to the higher expression of cell adhesion molecules in HaCa4 (Figure 3E,F). However, at later time points, no significant differences were observed, suggesting that cancer cells may exhibit varying levels of expression of the cell adhesion proteins that contribute to their initial association with LECs. These findings reveal the existence of heterotypic interactions between LECs and skin cancer cells at both the initiated and promoted stages of skin carcinogenesis. 

### 2.5. LEC–Cancer Cell Adhesion Induces Reciprocal Changes in Actin Reorganization

Cell adhesion in carcinogenesis is positively and negatively regulated, enabling cancer cells to attach to other cells and the extracellular matrix, favoring their permanence at the CSC niche or their migration and dissemination to distant sites [54]. The actin cytoskeleton plays a critical role in cell adhesion and migration. Therefore, we next sought to identify the occurrence of changes in actin organization at sites of heterotypic cell–cell interaction between LEC and the cancer cell lines. 

In individual cell cultures, LEC cells grew as compact adhesive cell monolayers, displaying a well-defined cortical actin network forming a honeycomb pattern with radial bundles of actin fibers at cell–cell contact sites (Figure 5A,B). On the other hand, epithelial PDV and the epithelioid HaCa4 cells established cell–cell contacts with a polarized actin cytoskeleton organization (Figure 5A,B).

Upon co-culture, we observed distinct morphological changes in both LECs and cancer cells. LEC cells exhibited a more elongated organization and no longer formed a close monolayer. Instead, they organized into an open network, establishing contact with cancer cells. The actin cytoskeleton of LEC and cancer cells appeared reorganized, and areas of directed actin membrane protrusions were evident at heterotypic cell adhesion sites, along with the presence of actin bundles and lamellipodia membrane protrusions (Figure 5A,B). These results underscore the existence of productive adhesive interactions involving the actin cytoskeleton between LECs and cancer cells at both the initiated and promoted stages of skin carcinogenesis.

### 2.6. LECs and Cancer Cells Establish Dynamic but Persistent Heterotypic Interactions

In light of our previous findings, we sought to investigate the dynamics of the heterotypic interactions between LECs and cancer cells more deeply. We conducted time-lapse imaging microscopy of LEC with PDV or HaCa4 cells in co-culture to monitor their adhesive interactions over time (Figure 6A, Videos S1 and S2). The movie frames (Videos S1 and S2) in Figure 6A,B show the close and persistent association between LEC and cancer cells, as observed in the movie kymographs (Figure S4A). Cancer cells located on the top or bottom of LECs exhibited dynamic ruffles and lamellipodia (Videos S1 and S2) and occurred in nests or clusters. Some cancer cells sporadically distributed to other sites, while others maintained their dynamic association at these niches, establishing productive cell–cell connections over extended periods. LECs and cancer cells interact with one or more cells over time (Figure S4B). We observed that some cells divided during the recorded time, but their quantification revealed no changes in proliferation (Figure S4C), in agreement with our prior results (Figure 2). Interestingly, the quantitative assessment of the cells establishing heterotypic adhesion showed a correlation between the surface length of intercellular contacts and their permanence over time (Figure 6C,D). Our results disclose that dynamic cell contacts and actin remodeling are essential for establishing heterotypic adhesions and maintaining LEC association with skin cancer stem cells.

## 3. Discussion

Recent findings uncovered that, in homeostasis, LVs associate in a polarized manner with the hair follicle stem cell niche [32,33,34], regulating stem cell activation states and regeneration [32,33]. In SCC, lymphangiogenic factors play a functional role in driving tumor development and malignancy [28,29]. However, the LV distribution at the CSC niche at distinct tumor stages remains elusive. 

In this study, we show that LVs and CSCs coexist at the mouse and human skin CSC niche from benign and early cancer lesions to late-stage tumors, with LVs distributing at the tumor–stroma borders where CSCs reside (Figure 7). While the presence of SOX2+ CSCs within skin lesions does not exclusively indicate their origin from hair follicle stem cells (HFSCs), our results offer novel insights into the connections between CSCs and LVs, irrespective of the potential cell of origin of CSCs. CSCs exhibit distinct characteristics associated with the tumor microenvironment at these anatomic locations, as previously documented for human [16] and mouse SCC [19,20]. Intriguingly, not all SOX2-positive CSCs interact with LVs, suggesting the existence of specific subsets of CSCs with the capability to associate with LVs. Heterogenous populations of CSCs have, indeed, been defined in SCC at the tumor–stroma borders [16,20]. While functional connections between CSCs and blood vasculature are well documented [19,20,40], less is known about the interactions between CSCs and LVs, and the prognostic significance of LVs in malignant SCC is still controversial [81,82,83].

In our co-culture experiments using mouse cancer cells representing the initiation and promotion stages of skin carcinogenesis, we identified a reciprocal induction of cell adhesion cues involved in LV remodeling and immunity regulation (Figure 7). We found the expression of direct interaction partners in cancer cells and LEC, such as *Itga4* and *Vcam1* [84], which could modulate heterotypic adhesion and maintenance at not only the same niche but also vessel remodeling and immune recruitment [72]. Indeed, *Vcam1* overexpression in LECs and cell binding to the endothelium through VCAM1 have been shown to promote the dynamic opening of LEC junctions [85,86], in agreement with the changes we observed in the organization of the LEC monolayers and actin rearrangements upon co-culture. The observed direct establishment of dynamic heterotypic cell contacts between cancer cells and LECs involving cytoskeletal rearrangements could foster, in skin tumors, fluid and macromolecules’ transport and immunomodulatory responses at the niche [31], together with the expression of secreted factors governing LV permeability, remodeling, and maturation. Consequently, a comprehensive investigation into the intricate interplay of VCAM1 and ITGA4 gains significance due to its potential therapeutic implications across multifaceted functional roles. Their involvement in lymphatic vessel remodeling, shaping immune responses, and steering tumor progression underscores their pivotal function within the tumor microenvironment [87]. Delving deeper into the underlying molecular mechanisms, through techniques like loss and gain of function studies or antibody blockade, offers the prospect of unveiling novel therapeutic pathways that disrupt this interaction. This, in turn, holds potential in addressing CSC maintenance, immune evasion, and the modulation of the microenvironment.

Interestingly, we did not observe changes in cancer cell and LEC proliferation, suggesting that the LV–cancer cell crosstalk, in regulating this aspect of cell behavior, is indirect, possibly favored by other cell types or cues present at the niche. Indeed, our data show an increase in the expression of genes involved in immune response and chemotaxis (e.g., *Il6*, *Cxcl,* and *Ccl* genes), as also detected in LECs stimulated with tumor-derived conditioned medium [88]. In vivo findings also support this notion. The expression of soluble VEGFR-3 blocking the lymphangiogenesis factors VEGF-C/VEGF-D inhibits inflammatory cell recruitment to the tumor microenvironment, reducing skin tumor incidence and growth [29]. Although the direct involvement of LV-derived VEGF-C/VEGF-D has not yet been elucidated, these findings underscored their involvement at the early stages of tumor growth beyond their well-established roles in metastatic progression [28]. The VEGF-C/VEGF-D mediated immune cell recruitment could, in turn, foster tumor initiation by modulating lymphangiogenesis and cancer stemness. In this regard, tumor-associated macrophages secreting VEGF-C/VEGF-D regulate LV density [89] and, in the skin, distinct macrophage populations distribute at the skin CSC niche [21]. Other cell types with well-established roles in skin carcinogenesis, not yet associated with the skin CSC niche, may also be guided to the supportive tumor microenvironment fostered by the CSC–LV connections. While the significance of a CSC–blood vascular niche for tumor growth and stemness is well-recognized [19], LVs could also play a crucial role due to their contributions to fluid and macromolecule transport, immune cell trafficking, antigen presentation, and intercellular signaling. These interconnected processes collectively shape the tumor microenvironment and could influence tumor stemness. Both lymphatic and vascular vessels are integral components of the complex tumor ecosystem, and future research will provide a better understanding of their interconnected roles, contributing to the complex landscape of cancer initiation, CSC maintenance, and cancer development. 

Taken together, our results demonstrate the existence of direct crosstalk between CSCs and LVs that reciprocally influences gene expression programs related to immunomodulatory responses independently of other cells in the complex tumor milieu. Future studies should also focus on identifying specific subsets of CSCs that associate with LVs and on elucidating the roles of molecules involved in the heterotypic CSC–LV interactions and their in vivo function at the CSC niche. Understanding the contributions of these signals to tumor initiation and stemness may offer insights into potential therapeutic strategies to prevent and eradicate cancerous skin lesions from their initial stages, representing a relevant prevention and therapeutic window before SCC progresses to malignancy.

## 4. Materials and Methods

### 4.1. Human and Mouse SCC Samples

Human tissues were purchased from US Biomax now TissueArray (TMA SK-801c, TissueArray, Derwood, MD, USA) or previously donated by Robert Loewe from the Department of Dermatology, Medical University of Vienna [44]. The analyzed mouse samples were derived from mice described in a prior study [44]. Briefly, K15-CrePR1 [90] mice backcrossed with Wls^fl/fl^ mice [91] were subjected to a chemically induced skin tumorigenesis protocol involving the topical application of 7,12-dimethylbenz[a]anthracene (DMBA) followed by phorbol 12-myristate 13-acetate (TPA) to initiate and promote skin tumor development. Tumor development was monitored over 25–30 weeks, and skin lesions were assessed for tumor incidence, size, and histopathological features.

### 4.2. Cell Lines

The immortalized mouse keratinocyte cell line MCA3D [51,52,53] and the mouse skin squamous cell carcinoma cell lines HaCa4 [49,51] and PDV [92] were generously provided by Dr. Amparo Cano (Instituto de Investigaciones Biomédicas, Madrid, Spain). These cells were grown in a medium composed of DMEM and F12 (1:1 ratio), supplemented with 10% FBS (F7524, Sigma–Aldrich, Burlington, MA, USA), and 1% Penicillin/Streptomycin (Gibco, Waltham, MA, USA) and maintained at 37 °C in a humidified environment with 5% CO_2_. The cancer cell lines, even when cultured in a 10% FBS-containing medium, or in a normal calcium concentration, retain their CSC characteristics, being capable of initiating tumors that progress and maintain tumorigenicity upon transplantation into mice [50,51,53].

Lymphatic endothelial cells (LECs), originally derived from the immortomouse strain, carry the Immortomouse transgene, derived from the H-2Kb-tsA58 transgenic mice. This transgene allowed the direct derivation of conditionally immortal LECs and enables inducible expression of a thermolabile large T antigen of the SV40 virus [48]. LECs were cultured in growing permissive conditions, as detailed in a previous study [48]. Briefly, the basal medium was supplemented with 0.5 μL of IFN-γ (PeproTech, Cranbury, NJ, USA) per 50 mL of medium, at 33 °C in a humidified environment with 5% CO_2_, inducing the expression of the SV40 large T antigen. The basal medium consisted of 40% DMEM (supplemented with D-Glucose and pyruvate, Gibco, Waltham, MA, USA), 40% Ham’s Nutrient F12 Medium (with L-glutamine, Gibco, Waltham, MA, USA, and 20% fetal bovine serum (FBS, Sigma–Aldrich, Burlington, MA, USA. The medium also included 1% Penicillin-Streptomycin (100 μg/mL, PS, Gibco, Waltham, MA, USA), 0.2% heparin (Sigma–Aldrich, Burlington, MA, USA), and 0.2% VEGF (US Biological, Salem, MA, USA). For functional assays, LECs were subjected to non-permissive conditions, cultured at 37 °C for 48–96 h without IFNγ. This approach facilitated the degradation of the SV40 large T antigen, thus enabling the cells to adopt a functional phenotype. Two different LEC clones were cultured and no discernible differences in the characteristics or behavior were observed and, thus, they were used equivalently during the study.

Regarding lentiviral infection, HaCa4 and LEC were transduced according to the manufacturer’s instructions with recombinant lentivirus harboring LifeAct^®^-TagRFP/GFP transgene (rLVubi-LifeAct-TagRFP/GFP, ibidi, Gräfelfing, Germany) with 8 µg/mL polybrene (Sigma–Aldrich, Burlington, MA, USA. Stable clones were generated after selection with 2 µg/mL puromycin (Sigma–Aldrich, Burlington, MA, USA).

### 4.3. Immunofluorescence and Antibodies

Paraffin-embedded sections were deparaffinized, rehydrated, treated for antigen retrieval, and stained, as previously described [33]. Hematoxylin and eosin staining was performed following standard protocols.

Optimal cutting temperature (OCT) compound embedded sections were fixed in 4% PFA for 10 min and the antibody stainings were performed as for paraffin-embedded sections. 

Cells plated on coverslips were fixed in 4% PFA for 10 min, permeabilized with 0.3% Triton X-100 PBS for 12 min, and blocked in 2% BSA for 1 h. Primary and secondary antibodies were incubated for 1 h or overnight and 1 h, respectively, at 4 °C in the blocking solution. Nuclei were stained with Hoechst. 

The following primary antibodies were used: anti-Keratin-5 (Polyclonal chicken Poly9059, 1:500, Covance, Princeton, NJ, USA), anti-SOX2 (Monoclonal rat, Btjce 1:100, eBioscience, San Diego, CA, USA), anti-LYVE1 (Polyclonal Goat, 1:100, AF2125 and AF2089, R&D, Minneapolis, MN, USA), anti-PROX1 (Rabbit 11-002P, 1:100, Angiobio, San Diego, CA, USA), anti-VEGFR3 (Goat AF743, 1:100, R&D, Minneapolis, MN, USA), anti-PODOPLANIN (rat, PA2.26, kindly gifted by Dr. Miguel Quintanilla, Instituto de Investigaciones Biomédicas, Madrid, Spain), and anti-phospho Histone H3 (Rabbit 06-570, 1:250, Sigma–Aldrich, Burlington, MA, USA). The following secondary antibodies were used: anti-rat, anti-chicken, anti-goat, and anti-rabbit conjugated to AlexaFluor488 (1:200, Molecular Probes, Eugene, OR, USA), to AlexaFluor 546 or to AlexaFluor 647 (1:200, Jackson ImmunoResearch, West Grove, PA, USA). 

Images were captured using a Nikon Eclipse Ni-E microscope (Nikon Europe, Amstelveen, The Netherlands) adapted with a Photometrics BSI Express camera and CFP plan objectives with the NIS-elements acquisition software (Nikon Instruments, version 5.30.06).

### 4.4. Image Analyses

The acquired images were imported into the ImageJ software (National Institutes of Health, Bethesda, MD, USA). Fixed-size frames and regions of interest (ROI) were used for each image. This standardization ensured consistent analysis of the same area across all samples, facilitating reliable comparisons.

Thresholding: A uniform thresholding approach was employed to segment the ROIs containing lymphatic vessels (LVs), cancer stem cells (CSCs) expressing SOX2, and basal keratinocytes (K5). The threshold level was determined based on the distinctive characteristics of each marker and remained constant for all analyzed images. 

The peritumoral lymphatic vessel density quantification was performed using the Weidner technique [93], as described in prior studies [94,95]. It is based on the determination of the “hot spot” or region of interest (ROI), being defined as the area with the highest density of stained structures when analyzed at a low magnification of 100× (10× objective lens and 10× ocular lens).

### 4.5. FACS Sorting

For the sorting of co-cultured HaCa4 and LEC, and PDV and LECs, cells were stained as previously described [96] using the primary antibody CD31 (Rat MEC 13.3,1:100, B.D. Franklin Lakes, NJ, USA) and the secondary antibody anti-rat AlexaFluor 647 (1:200, Jackson ImmunoResearch, West Grove, PA, USA). HaCa4 or PDV cells were stained with CFSE Cell Proliferation Kit (ThermoFisher Scientific, Waltham, MA, USA) following the manufacturer’s instructions, and CD31^+^ LECs were sorted with an Aria II FACS sorter (B.D. Franklin Lakes, NJ, USA) excluding dead cells and doublets. 

### 4.6. Bulk RNA-Seq Analysis

Samples were sequenced with the Beijing Genomics Institute sequencing (BGISEQ) platform. Raw reads were filtered with SOAPnuke (v1.5.2) software [97]. Filtered clean reads were aligned to the mouse reference genome (GCF_000001635.26_GRCm38.p6) using HISAT (v2.0.4) [98]. Differential gene expression analysis was assessed using DeSeq2 [99]. Genes with log2 fold change ≥ 0.5 and Qvalue ≤ 0.05 were considered differentially expressed. The expression values of each gene were quantified as read counts after normalization. The enrichment analyses, including GO Term analysis, were performed with the web-based RNA Data Visualization and Analysis System, Dr. Tom. The expressed genes related to the categories of interest were plotted as heatmaps with transcript per million (TPM) z-score normalized expression values.

### 4.7. RNA Isolation and qRT-PCR

Total RNA was isolated using the RNeasy Kit (Qiagen, Venlo, Limburg, The Netherlands) according to the manufacturer’s instructions. An amount of 1 µg RNA was used for cDNA synthesis using the Maxima First Strand cDNA synthesis KIT (ThermoFisher Scientific, Waltham, MA, USA). Quantitative PCR assays were performed using 5 ng of cDNA as a template and the reactions were conducted using the GoTaq qPCR Master Mix (Promega, Madison, WI, USA). qRT-PCR was performed on QuantStudio™ 7 Flex Real-Time PCR (Applied Biosystems, Waltham, MA, USA). HPRT housekeeping gene was used for normalization. The gene-specific primer sets were used at a final concentration of 10 µM (Table S1). All qRT-PCR assays were performed in triplicate in at least three independent experiments. 

### 4.8. Adhesion Assay

LifeAct-RFP-mLECs were seeded and cultured to form a confluent monolayer. PDV cells were stained with CellTrace™ CFSE Cell Proliferation Kit (ThermoFisher Scientific, Waltham, MA, USA) following the manufacturer’s instructions. Either PDV-CFSE or HaCa4-LifeAct-GFP were seeded on top of the monolayer and washed twice with PBS after 15, 30, 45, and 60 min, analyzing biological replicates for statistical analyses. 

### 4.9. Live-Imaging Microscopy

LifeA-ctGFP-HaCa4 and LifeAct-RFP-mLECs were co-cultured or single-cultured in 8-well chamber slides (ibidi, Gräfelfing, Germany) with 10 µM Hepes. Time-lapse experiments were performed with a Nikon Eclipse Ti2 microscope and the NIS-elements acquisition software (Nikon Instruments, Nikon Europe, Amstelveen, The Netherlands) at 20× magnification, with controlled temperature and CO_2_ levels. Images were captured every 3 min over 13 h.

## 5. Statistics

Statistical analyses were performed using Prism 9 (Graphpad) software. n refers to number of samples or biological replicates. Data represent mean  ±  SEM. Exact n numbers for each dataset are detailed in the Figure legends. The normality of the data was evaluated and the statistical significance was calculated by the two-tailed Mann–Whitney test, considering *p*  <  0.05 as statistically significant.

## Figures and Tables

**Figure 1:**
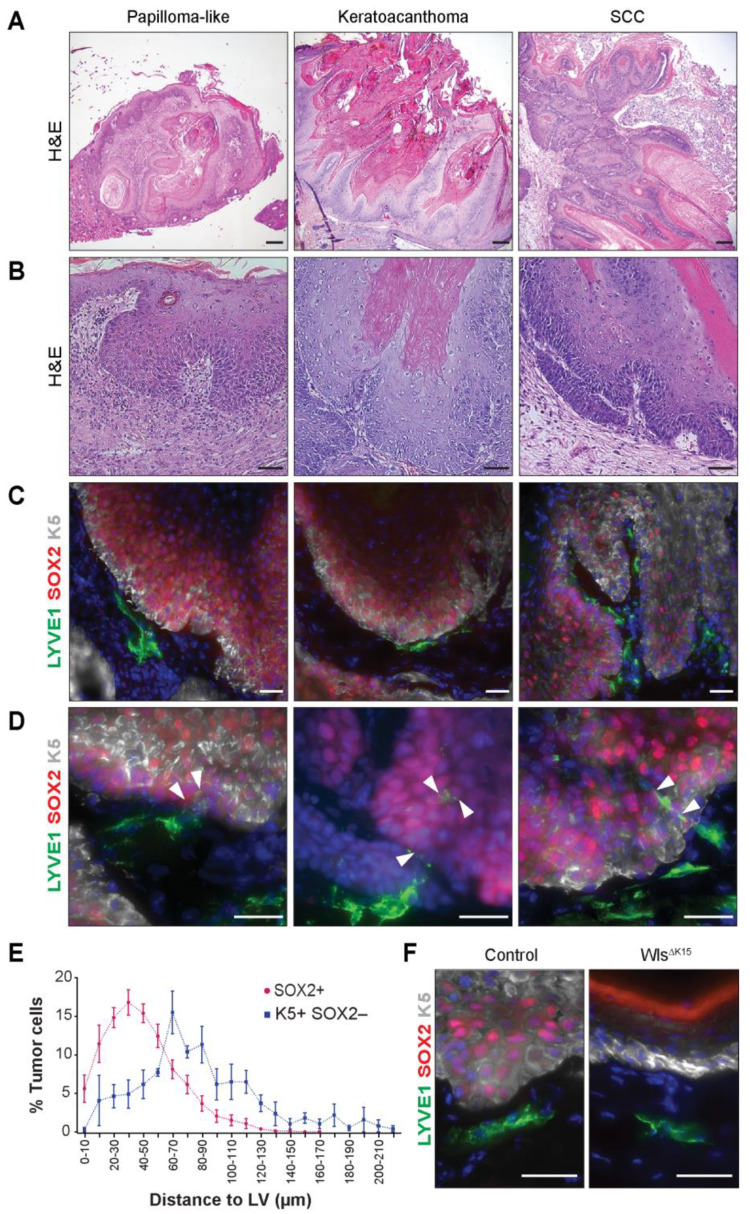
LVs distribute at the CSC niche in mouse benign and malignant skin lesions and infiltrate the tumor–stroma border. (**A**,**B**) Hematoxylin– and eosin–stained sections of mouse skin papilloma, keratoacanthoma, and squamous cell carcinoma tissues. Scale bars = 200 and 50 µm, respectively. (**C**,**D**) Mouse skin immunostaining for the LV marker LYVE1 (green), the CSC marker SOX2 (red), and the basal progenitor keratinocyte marker K5 (white). Hoechst nuclear staining is shown in blue. Arrowheads indicate LV penetrating the tumor–stroma border and contacting CSC at distinct regions. Scale bar = 30 µm. (**E**) Distribution of SOX2+ CSC relative to the distance to LV, n = 10 (3 SCCs, 5 papillomas, 2 keratoacanthoma– like), and distribution of K5^+^ SOX2^−^ tumor cells relative to the distance to LV, n = 4 (1 SCC, 3 papillomas). (**F**) Mouse skin SCC and mouse K15CrePR1^+/T^ Wls^lox/lox^ (Wls^ΔK15^) skin immunostaining for the LV marker LYVE1 (green), the CSC marker SOX2 (red), and K5 (white). Hoechst nuclear staining is shown in blue. Scale bar = 30 µm.

**Figure 2:**
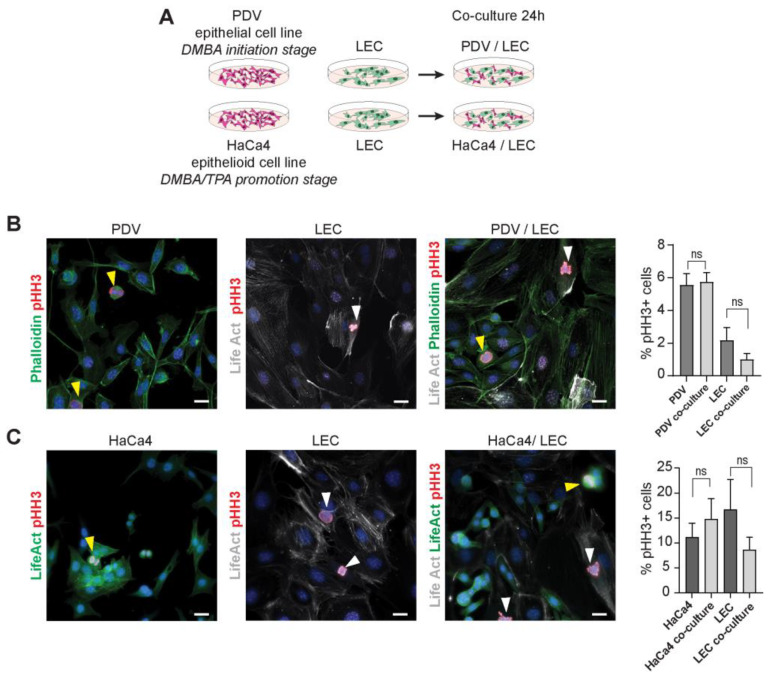
LECs and cancer cells representing the initiation and promotion stages of carcinogenesis do not reciprocally influence their proliferation. (**A**) Schematic illustrating the cancer cell lines PDV and HaCa4, and LECs used in the study with the experimental strategy. (**B**) Immunofluorescence images of single-cultured and co-cultured PDV (phalloidin, green) and LECs (phalloidin, green and LifeAct probe, white) stained for the proliferation markers pHH3 (red) with respective quantifications (n = 6). ns. Not significant. (**C**) Immunofluorescence images of single-cultured and co-cultured HaCa4 (LifeAct-GFP) and LEC (LifeAct probe, white) stained for the proliferation marker pHH3 (red) with respective quantifications (n = 3). Hoechst nuclear staining is shown in blue. White and yellow arrowheads indicate pHH3-positive LECs and cancer cells, respectively. Scale bar = 30 µm.

**Figure 3:**
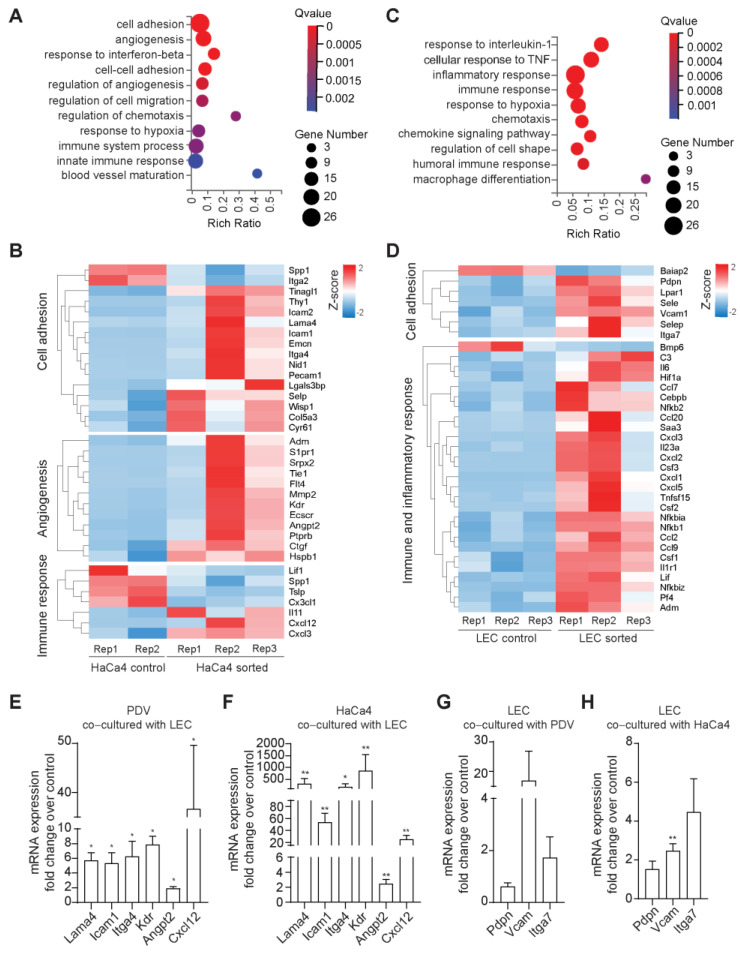
Gene expression profiling reveals a reciprocal regulation of cell adhesion and immunity between LECs and cancer cells. Control cells cultivated as individual cultures, and HaCa4/LEC cells grown in co–cultures were isolated using FACS sorting (HaCa4–sorted and LEC–sorted populations, respectively) (see Figure S3). (**A**) GO pathway enrichment analysis plots of HaCa4–sorted vs. HaCa4 control. (**B**) Heatmaps of differentially expressed genes in HaCa4–sorted vs. HaCa4 control belonging to the adhesion, angiogenesis, and immune-related categories. (**C**) GO pathway enrichment analysis of LEC–sorted vs. LEC control. (**D**) Heatmaps of differentially expressed adhesion– and immune–related genes in LEC–sorted vs. LEC control. (**E**,**F**) qRT– PCR analysis of mRNA expression of genes of the adhesion, angiogenesis, and immunity signatures in PDV–sorted vs. PDV cells and HaCa4–sorted vs. HaCa4 control, respectively. (**G**,**H**) qRT–PCR analysis of mRNA expression of genes of the adhesion signature in LEC–sorted after co–culture with PDV and HaCa4, respectively. n ≥ 3; *, *p* < 0.05; **, *p* < 0.01.

**Figure 4:**
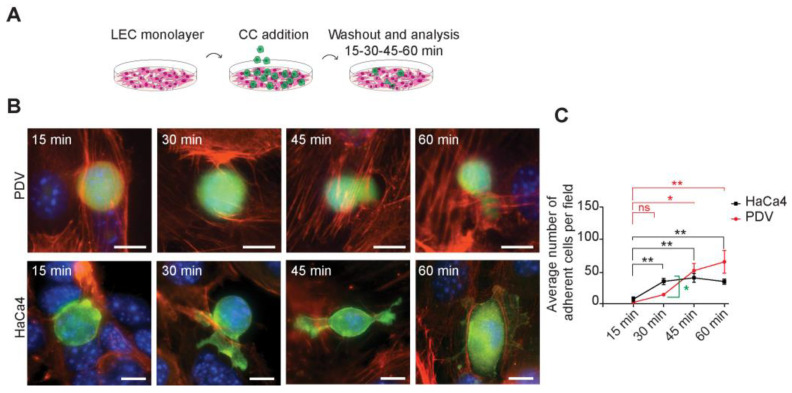
LECs and cancer cells establish heterotypic cell–cell adhesion. (**A**) Schematic illustrating the adhesion assay experimental strategy. (**B**) Representative images of initiated PDV (CFSE, green) and promoted HaCa4 cells (LifeAct–GFP) adhering to LECs (LifeAct–RFP) over time (15–60 min), respectively. Scale bar = 10 µm. (**C**) Quantification of initiated PDV and promoted HaCa4 cells adhering to LECs over time (15–60 min) and comparison of their adhesion kinetics (n = 5). *, *p* < 0.05; **, *p* < 0.01. ns. Not significant.

**Figure 5:**
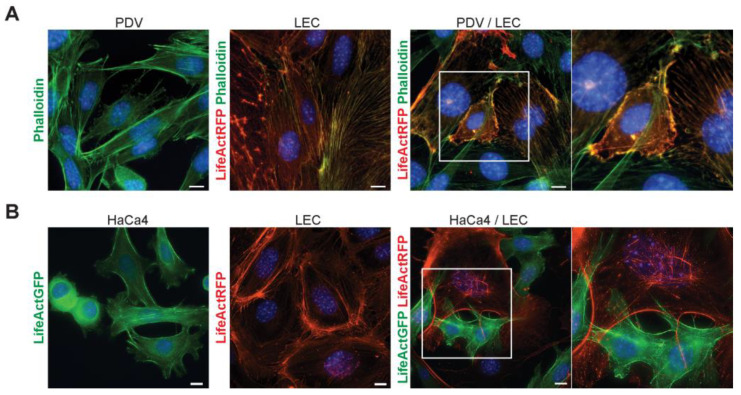
LECs and cancer cells exhibit morphology changes and actin reorganization when co–cultured. (**A**) Representative images of initiated PDV (phalloidin, green) and (**B**) promoted HaCa4 cells (LifeAct–GFP) in single culture and co–culture with LEC (LifeAct–RFP), respectively. Scale bar = 10 µm.

**Figure 6:**
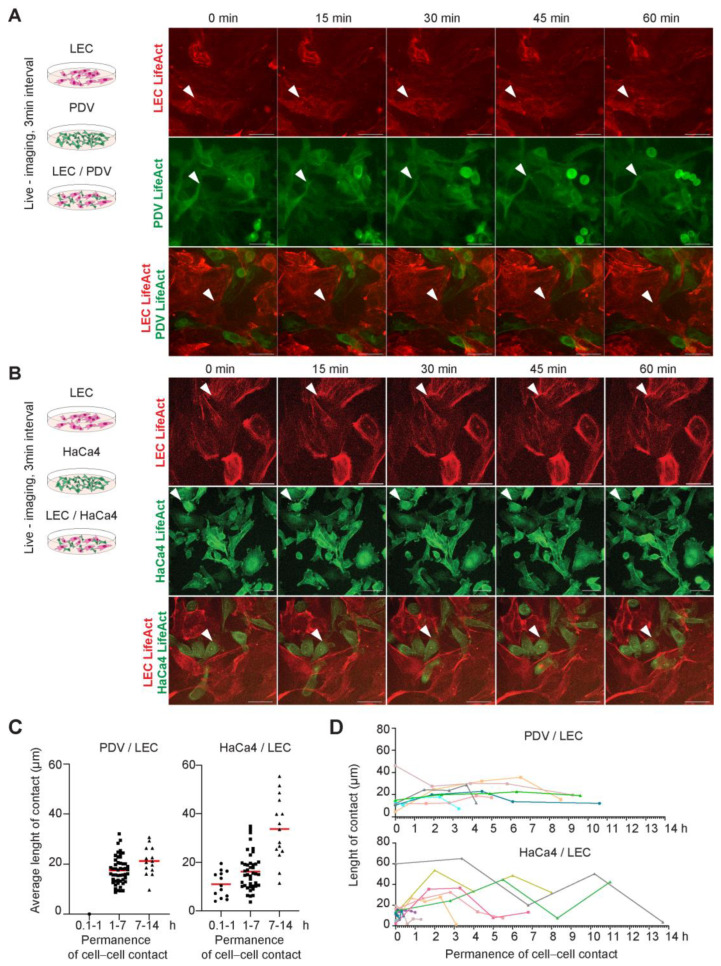
LEC and cancer cells interact dynamically over time, establishing heterotypic interactions. (**A**) Schematic illustrating the experimental strategy of PDV–initiated cancer cells and LECs live–imaging and representative stills from time–lapse imaging experiments showing homotypic and heterotypic cell–cell contacts over time (0–60 min) between PDV–LifeAct–GFP and LEC–LifeAct-RFP. Scale bar = 50 µm. White arrows. Representative cell–cell contact areas. (**B**) Schematic illustrating the experimental strategy of HaCa4–promoted cancer cells and LEC live–imaging and representative stills from time–lapse imaging experiments showing homotypic and heterotypic cell–cell contacts over time (0–60 min) between HaCa4–LifeAct–GFP and LEC– LifeAct–RFP. Scale bar= 50 µm. White arrows. Representative cell–cell contact areas. (**C**) Number of PDV and HaCa4 cells establishing cell contacts with LECs over 0.1–1 h, 1–7 h, and 7–14 h intervals and the average length of cell contacts (µm). (**D**) Graphs showing the surface length (µm) of cell–cell contacts at two or four different time points and the permanence of contacts over time (h).

**Figure 7:**
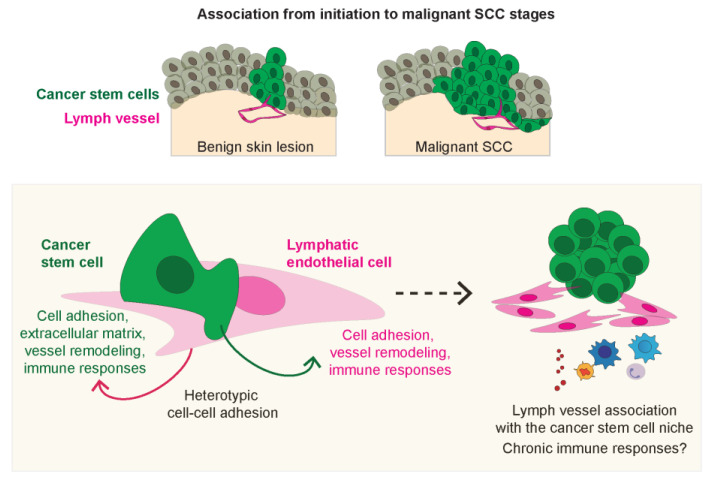
Lymph vessels associate with cancer stem cells from initiation to malignant stages of squamous cell carcinoma. Cancers stem cells and lymph endothelial cells establish heterotypic cell–cell adhesions that reciprocally influence gene expression programs related to cell adhesion, vascular regulation, and immunomodulatory responses independently of other cells in the complex tumor milieu. These interactions may foster tumorigenesis by sustaining signaling responses within the niche, potentially altering vessel permeability, and promoting chronic pro-tumorigenic immune responses.

## Data Availability

RNA sequencing data are accessible through GEO. Accession number: GSE227697. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227697. Accessed on 21 April 2023. Further information and requests for resources and reagents should be directed to the corresponding author.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241713615/s1.

# Supplementary material for: Lymph Vessels Associate with Cancer Stem Cells from Initiation to Malignant Stages of Squamous Cell Carcinoma
**Source:** Int J Mol Sci. 2023 Sep 2;24(17):13615. doi: 10.3390/ijms241713615
**Supplement:** Supplementary file 1

## **SUPPLEMENTARY MATERIALS for**

### **Lymph vessels associate with cancer stem cells from initiation to malignant stages of squamous cell carcinoma**

Anna Cazzola <sup>1</sup>, David Calzón Lozano <sup>1</sup>, Dennis Hirsch Menne <sup>1</sup>, Raquel Davila Pedrera <sup>1</sup>, Jingcheng Liu <sup>1</sup>, Daniel Peña-Jimenez <sup>2</sup>, Silvia Fontenete <sup>1</sup>, Cornelia Halin <sup>3</sup>, Mirna Perez-Moreno <sup>1\*</sup>

Supplementary Figures and Supplementary Figure Legends

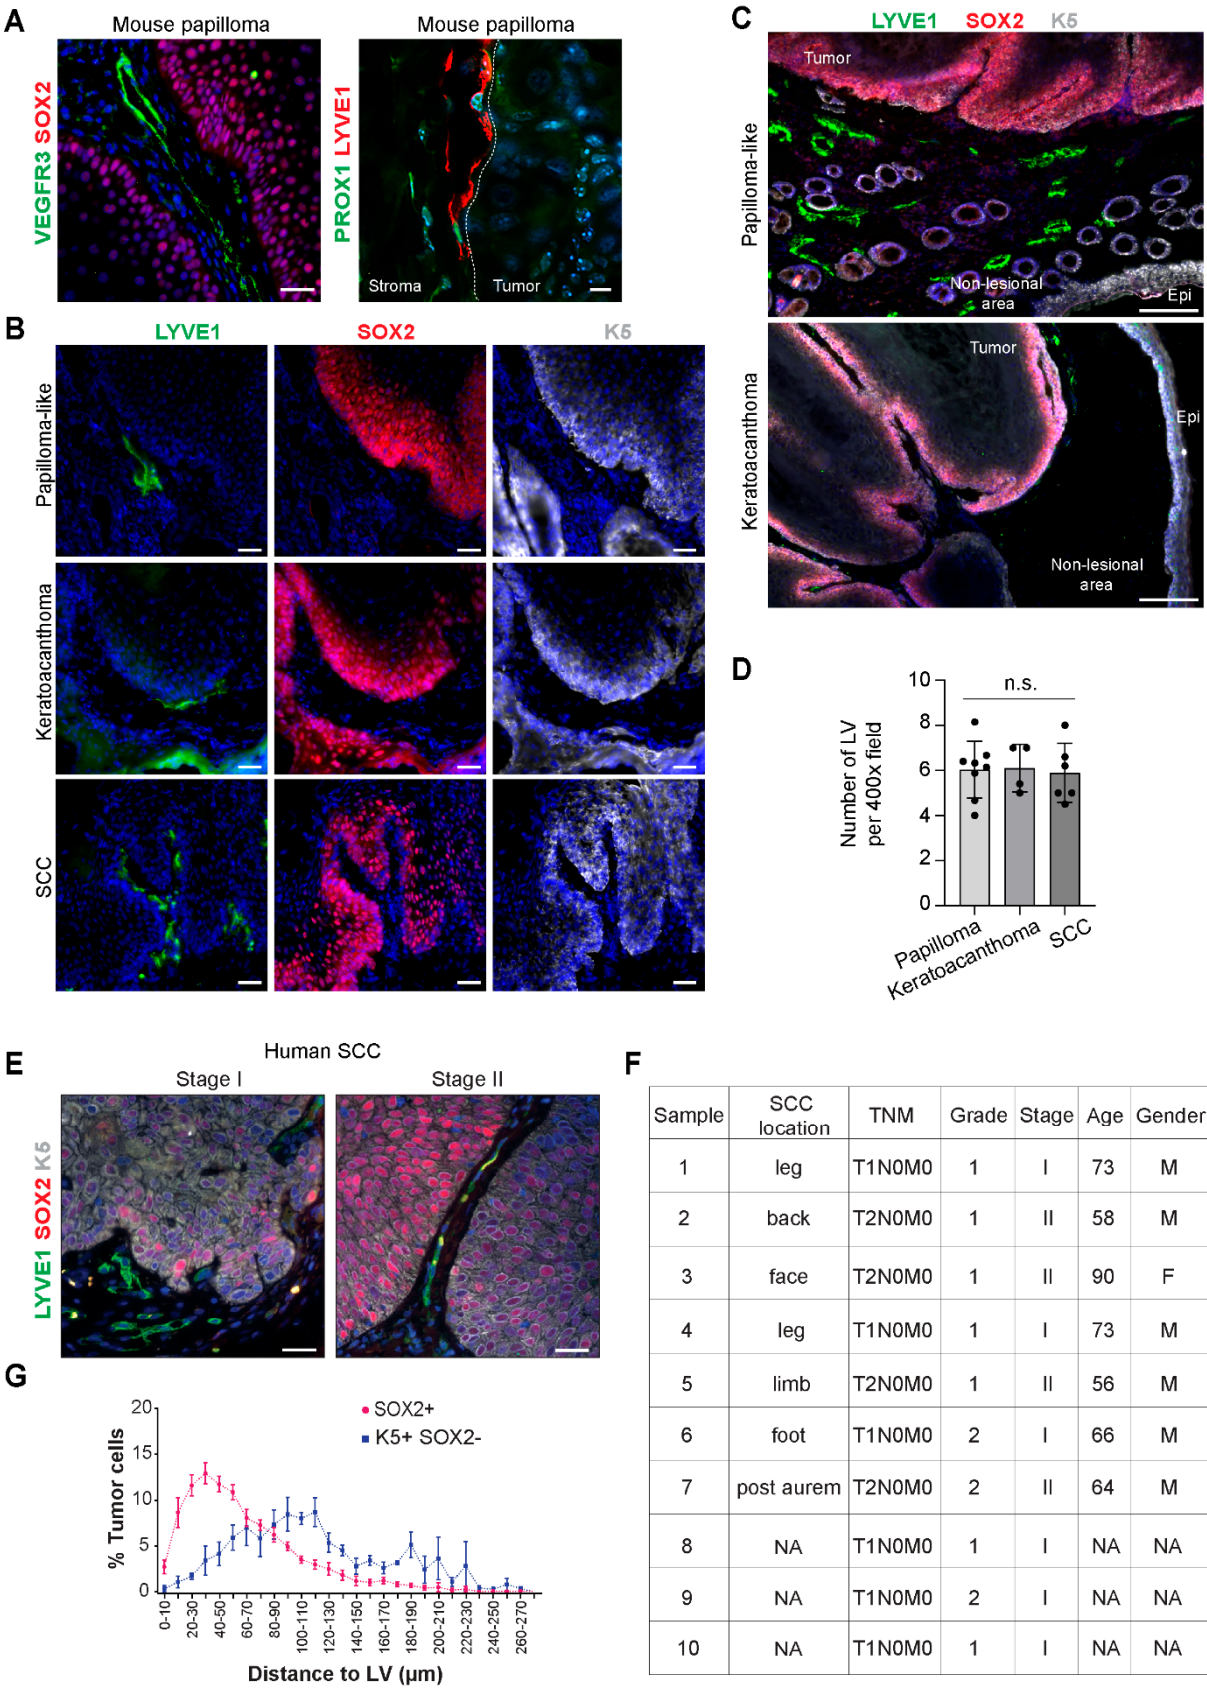

**Figure S1.** LV distribute at the CSC niche in human skin squamous cell carcinoma at different stages. (A) Representative immunostaining of mouse skin papillomas for the LV marker VEGFR3 (green) and the CSC marker SOX2 (red) and for the LV markers PROX1 (green) and LYVE1 (red). Hoechst nuclear staining is shown in blue. The dotted line indicates the tumor stroma border. Scale bars=30  $\mu$ m. (B) Mouse skin immunostaining for the LV marker LYVE1 (green), the CSC marker SOX2 (red), and the basal progenitor keratinocyte marker K5 (white). Hoechst nuclear staining is shown in blue. Scale bar=30  $\mu$ m. (C) Surrounding perilesional regions immunostaining for the LV marker LYVE1 (green), the CSC marker SOX2 (red), and the basal progenitor keratinocyte marker K5 (white). Hoechst nuclear staining is shown in blue. Epi. Epidermis. Scale bar=250  $\mu$ m. (D) Histogram of the number of LYVE1<sup>+</sup> LV per 400x field of skin tumor lesions.  $n \geq 4$ , n.s. non-significant  $p > 0.05$ . (E) Human skin SCC immunostaining for the LV marker LYVE1 (green), the CSC marker SOX2 (red), and K5 (white). Hoechst nuclear staining is shown in blue. Scale bars=30  $\mu$ m. (F) Clinical parameters of sSCC specimens and patients analyzed in the study. (G) Distribution of SOX2<sup>+</sup> CSC relative to the distance to LV,  $n=10$  SCCs, and distribution of K5<sup>+</sup> SOX2<sup>-</sup> tumor cells relative to the distance to LV,  $n=4$  SCCs.

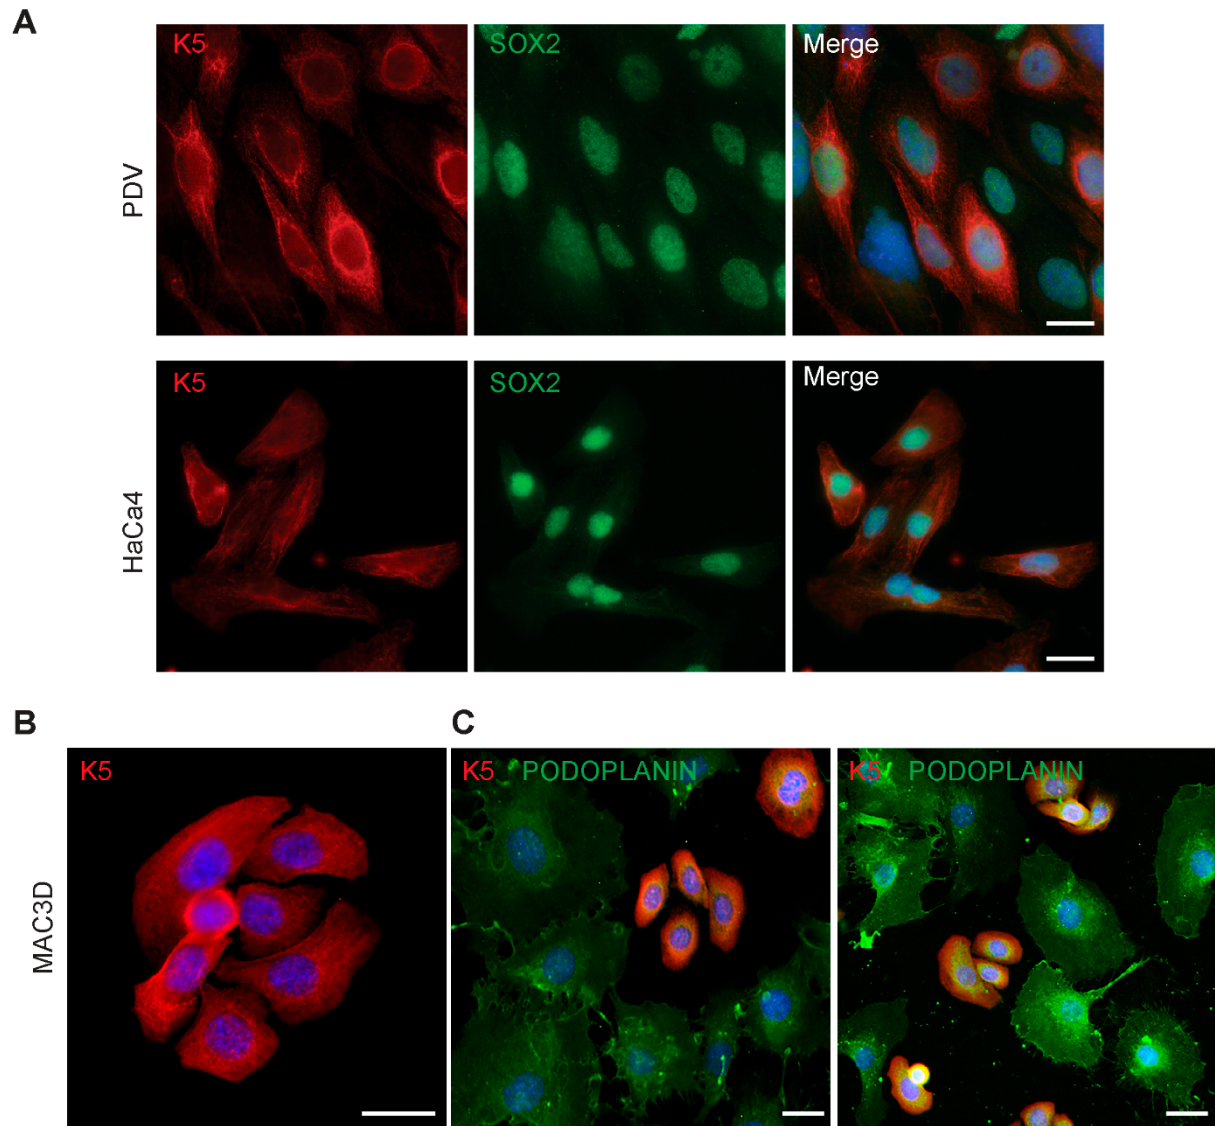

**Figure S2.** The cancer cell lines PDV and HaCa4 express the CSC marker SOX2. **(A)** Immunofluorescence staining of the cancer cells PDV and HaCa4 for K5 (red) and the CSC marker SOX2 (green). Hoechst nuclear staining is shown in blue. Scale bar=20  $\mu$ m. **(B)** Immunofluorescence staining of the immortalized mouse keratinocyte cell line MCA3D for K5 (red). Hoechst nuclear staining is shown in blue. Scale bar=20  $\mu$ m. **(C)** Two representative immunofluorescence images of co-cultured MCA3D (K5, red; PODOPLANIN, green) and LEC (PODOPLANIN, green), showing the lack of heterotypic interactions and the differential segregation of the two cell types (n=2, 3 technical replicates each experiment). Hoechst nuclear staining is shown in blue. Scale bar=20  $\mu$ m.

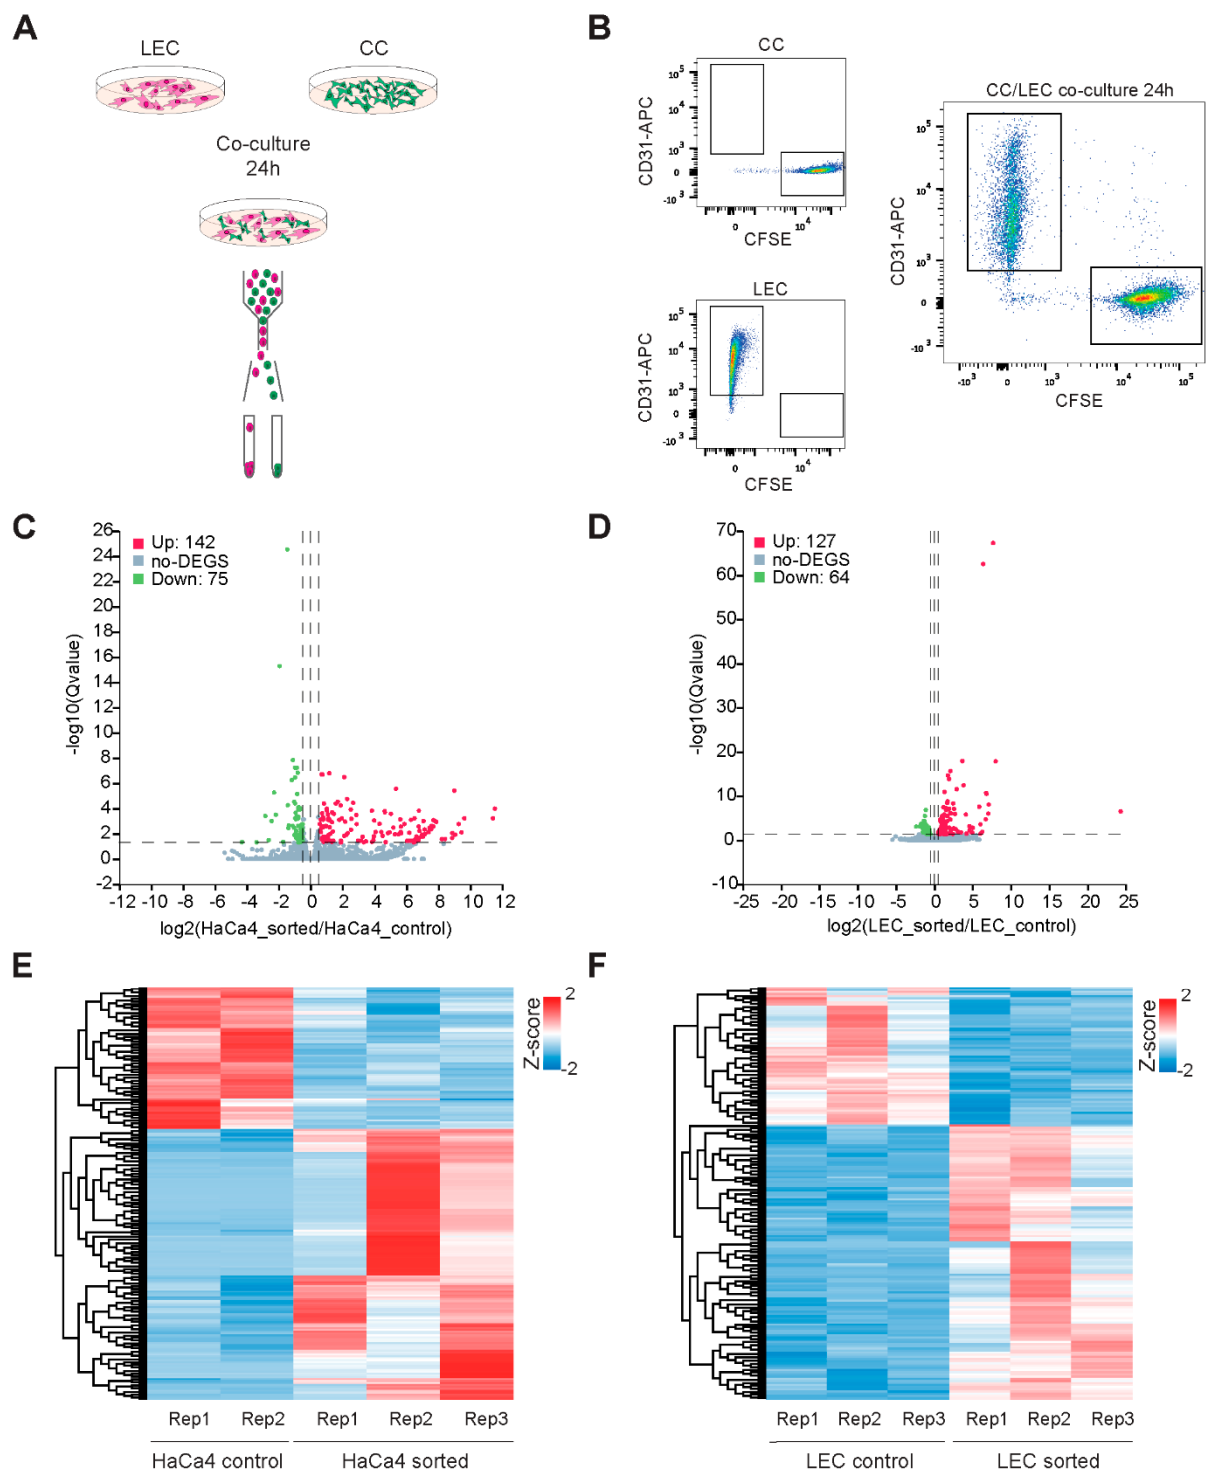

**Figure S3.** LEC and cancer cells gene expression profiling upon co-culture. (A) Schematic illustrating the experimental strategy. (B) Sorting plots, cancer cells (CC) and LEC were sorted according to the positivity to the CFSE membrane-permeable fluorescent dye and CD31 expression, respectively. (C) and (D) Volcano plots of differentially expressed genes in HaCa4-sorted vs. HaCa4 and LEC-sorted vs. LEC. (E) and (F) Heat maps of differentially expressed genes in HaCa4-sorted vs. HaCa4 and LEC-sorted vs. LEC.

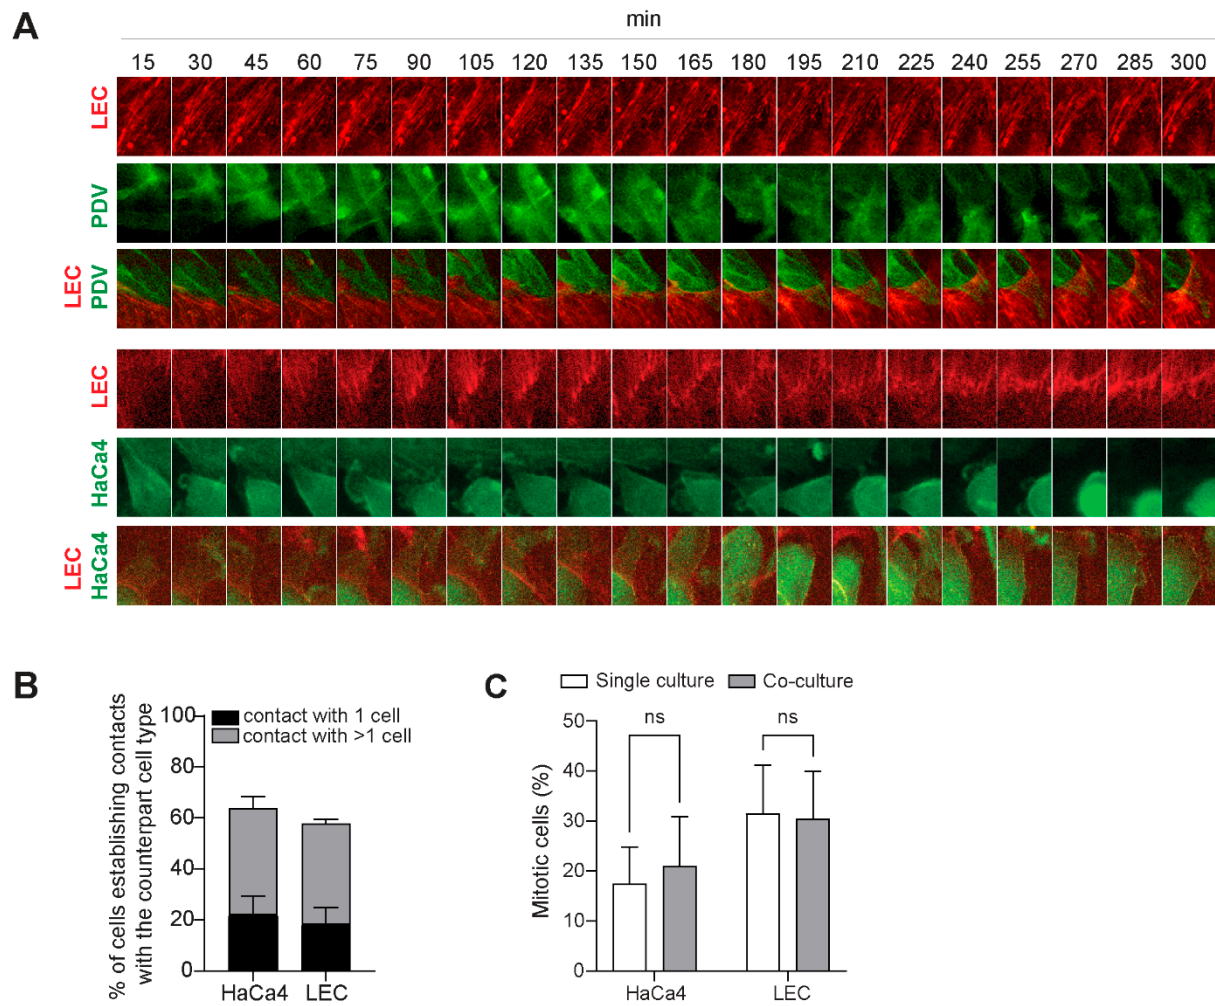

**Figure S4.** LEC and cancer cells interact dynamically over time, establishing heterotypic interactions without influencing their proliferation. **(A)** Kymograph showing the permanence of homotypic and heterotypic cell-cell contacts (15-300 min) between the analyzed cell types. **(B)** Percentage of HaCa4 cells establishing cell contacts with one or more LEC and vice versa. **(C)** Quantification of mitotic HaCa4 and LEC cells in single-culture and co-culture (n=4). n.s. Non-significant.  $p \geq 0.05$ .

## Supplementary Videos

**Video S1.** PDV-LifeAct-GFP and LEC-LifeAct-RFP in co-culture interact dynamically, maintaining reciprocal connections over time. Cancer cells locate on top or bottom of the LEC forming dynamic ruffles and lamellipodia. Scale bar=50  $\mu$ m.

**Video S2.** HaCa4-LifeAct-GFP and LEC-LifeAct-RFP in co-culture interact dynamically, maintaining reciprocal connections over time. Cancer cells locate on top or bottom of the LEC forming dynamic ruffles and lamellipodia. Scale bar=50  $\mu$ m.

## Supplementary Table

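The table lists primer pairs for RT-qPCR, in which the amount of a transcript is measured by amplifying a short stretch of its cDNA, with *Hprt* as the housekeeping gene for normalization. Each pair was matched without mismatches to the GENCODE M21 transcripts of GRCm38. For 5 of the genes both primers matched a transcript of the named gene, and 0 other genes matched both. The *Kdr* pair gives a product of 133 bp from exon 2 to exon 3, on chromosome 5 between 75972356 and 75974434. The *Angpt2* pair gives 170 bp, from exon 7 to a reverse primer that spans exons 8 and 9, on chromosome 8 between 18692195 and 18698068. The *Itga4* pair gives 76 bp on chromosome 2 between 79292124 and 79301044, with a forward primer across the junction of exons 15 and 16. The *Icam1* pair gives 175 bp on chromosome 9 between 21025843 and 21026470, with a forward primer across exons 3 and 4. The *Vcam1* pair gives 217 bp on chromosome 3 between 116115948 and 116117235, with a forward primer across exons 6 and 7. All 5 products therefore cross at least 1 exon junction. The forward primer printed for *Hprt* and the reverse primers printed for *Lama4* and *Itga7* did not match a transcript of their gene over the full length. The other primer of each of these pairs did match. An error in the printed sequence cannot be told apart from a mismatch of the primer itself.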

**Table S1.** List of primers used in the study.

| Gene          | Forward Primer (5' -> 3') | Reverse Primer (5' -> 3') |
|---------------|---------------------------|---------------------------|
| <i>Hprt</i>   | GATCACTCAACGGGGGACATAAA   | CTTGCGCTCATCTTAGGCTTTGT   |
| <i>Kdr</i>    | TTTGGCAAATACAACCCTTCAGA   | GCAGAAGATACTGTCACCACC     |
| <i>Angpt2</i> | TCGCTGGTGAAGAGTCCAAC      | GTCAAACCACCAGCCTCCTG      |
| <i>Itga4</i>  | CCAGGCATTCATGCGGAAAG      | ATGCCCAAGGTGGTATGTGG      |
| <i>Icam1</i>  | AGCCTCCGGACTTTCGATCT      | TGTTTGTGCTCTCCTGGGTC      |
| <i>Lama4</i>  | CTCGGAAGCAAAAACGCCAA      | GGAGCTCACAGGCTTGAAT       |
| <i>Vcam1</i>  | CTTTATGTCAACGTTGCCCCC     | AAATGCCGGAATCGTCCCTT      |
| <i>Itga7</i>  | CTGCTGTGGAAGCTGGGATTC     | CTCCTCCTTGAAGCTGCTGTCG    |

How the deposited data were processed for this re-analysis (not part of the article)

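RNA from mouse HaCa4 cells and LECs was sequenced in 11 libraries, comprising HaCa4 control (n = 2), HaCa4-sorted (n = 3), LEC control (n = 3), and LEC-sorted (n = 3). The control cells came from individual cultures and the sorted cells from co-cultures of 24 h. The second HaCa4 control is numbered by its label, replicate 2, although its deposited values carry the number 3. The numbering matters only where libraries are matched by number. The authors filtered the reads with SOAPnuke, aligned them to GRCm38.p6 with HISAT, and called differential expression with DESeq2. The values the authors deposited are TPM per gene and library, rounded to 2 decimals, without pooling of replicates. The paper's text does not name the tool that gave the TPM values.

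The values used here hold 290 genes for HaCa4 and 191 for LECs. They sum to between 1.84% and 3.85% of the total TPM per library, so they are a selected part of each transcriptome. The depth is unknown, since TPM keeps no record of read numbers, and no counting error can be given. Precision rests on the spread between replicates alone. No pair of replicate libraries was the same library, since at most 5 genes had an identical value above 0 in a pair. Genes were matched by Entrez ID to the RefSeq annotation of GRCm38.p6, the build of the authors, which gave coordinates for 285 of the 290 HaCa4 genes and for all 191 LEC genes.

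Comparisons used limma 3.58.1 in R 4.3.3, with an empirical Bayes fit and a mean-variance trend on log2(TPM + 1). Each comparison used the libraries of its own cell line, without a block for the replicate number. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the listed genes. Because the genes had been selected beforehand, the variance prior and the adjusted p-values describe this selection and not the whole transcriptome. The step was tested on simulated data, with the means and spreads of the real libraries. Log2 changes of 1 or 2 were set in 145 of the 290 and 95 of the 191 genes. They went in either direction, except that genes with low values could only rise. Each gene had the same spread in both groups. The step recovered 70.2% of the changed genes with the HaCa4 design and 85.6% with the LEC design, and 3.6% and 2.22% of the calls were false. These rates do not cover smaller changes, or genes whose spread differed between the groups, such as *Emcn*. Genes listed for both cell lines were compared by an interaction term in limma over all 11 libraries, a test added after the values had been seen.

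The text names every listed gene that section 2.3 of the paper names or Fig. 3B and Fig. 3D show, and in each comparison the 3 largest rises and 3 largest falls among genes past the thresholds whose libraries do not overlap. In LECs, *Lcn2*, *Csf3*, and *Cxcl1* were the 3 largest rises. This rule, the test, and the alternatives were fixed before the data were examined. Lists of 51 endothelial, 40 keratinocyte, and 36 interferon-response genes were also written then. The listed HaCa4 genes hold 23, 4, and 18 of them, and the listed LEC genes 6, 1, and 1. The lists came from general knowledge of the cell types and also hold some genes that Fig. 3B and Fig. 3D show. They are therefore not fully independent of these libraries. The alternatives were pseudocounts of 0.1 and 5, filters on a mean TPM of at least 1 or 10, scaling each library to the same median, limma without the trend, a block for the replicate number, a log2 threshold of 1, medians in place of means, and leaving out each library in turn. Chosen after seeing the data were a block with the second HaCa4 control numbered 3 and, for the counts of higher and lower genes, the filter at 10 TPM. Gene ontology enrichment was not repeated, as its background was not used here, and *Col5a3*, *Mmp2*, *Ctgf*, and *Hspb1* were not analysed here. Primer sequences were matched to GENCODE M21 transcripts. Tables and plots were made with Python 3.11.15, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9.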

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

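The interaction term and the tests of RNA from the other cell type in this part were chosen only after the values had been seen, and so were the limits of 5%, 0.5 TPM, and 1 TPM used in them. The scaling to the same median had been set earlier.

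Of the 23 genes listed for both cell lines, 19 changed differently in HaCa4-sorted and LEC-sorted samples, with an adjusted p of at most 0.05 for the interaction term in limma. In 16 of these 19 the directions were opposite, 8 rising in HaCa4-sorted and falling in LEC-sorted, and 8 the other way. Among genes the paper names, the LEC effect minus the HaCa4 effect on the log2 scale was -1.50 for *Kdr* (standard error 0.46), -1.13 for *Adm* (standard error 0.49), 3.29 for *Cxcl3* (standard error 0.80), and 1.67 for *Lif* (standard error 0.39). A difference in the scale of the TPM values between libraries is argued against, because after scaling each library to the same median all 16 genes still had opposite directions and an adjusted p of at most 0.05. Both comparisons used preselected genes, so the share of opposite genes describes the lists only.

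LEC RNA or LEC cells in the HaCa4-sorted samples are a candidate explanation for part of these genes. *Sfrp1*, *Gas6*, *Kdr*, *Mest*, *Adm*, *Timp3*, and *Selp* rose in HaCa4-sorted from a control level under 5% of the level in LEC-sorted. If the whole rise came from LECs, the rise divided by the LEC-sorted level gives the share of LEC RNA it would need. Over the 6 genes other than *Selp* the mean share lay between 0.92% and 1.65%, a ratio of 1.80, while the LEC-sorted levels of the 7 genes spanned 40.2 to 713 TPM, a ratio of 17.7. Across the 7 genes, the rise followed the LEC level (Spearman rho 0.82, exact two-sided permutation p = 0.0341; genes are not independent replicates). Taking the libraries with the same number, the median share over the 6 genes was 0.27% in sorted replicate 1, 1.87% in replicate 2, and 0.98% in replicate 3. The shares of single genes were less uniform than the means, from 0.0888% (*Sfrp1*) to 1.46% (*Timp3*) in replicate 1, from 1.55% to 2.11% in replicate 2, and from 0.63% to 1.62% in replicate 3. In replicate 1 the rise of *Sfrp1* was 0.03 TPM, close to the rounding of the values, and 1 share for all 6 genes does not describe that library. Whether libraries with the same number came from one co-culture is not known. *Selp* would need 3.08% on average and 7.25%, 1.55%, and 2.90% in the 3 replicates. LEC RNA as its whole source cannot be told apart from a rise in HaCa4 cells, since replicates 1 and 3 lie above the other genes while replicate 2 lies at their lower end. The explanation is argued against for the 7 shared genes that rose in HaCa4-sorted from a higher control level, namely *Fosl2*, *Slco4a1*, *Kcnf1*, *Ceacam1*, *Akr1b3*, *Id2*, and *Cxcl3*. Their mean shares would have to lie between 10.0% and 460%. The lowest share in a single library was 5.46%, for *Fosl2* in replicate 2, where the 6 genes reached at most 2.11%. Their opposite or shared movement stays open as a response to co-culture, which was not tested.

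In HaCa4-sorted, 12 genes of the endothelial list that the paper does not name were among the listed genes, and 10 of them lay above both controls in every sorted library. They include *Cdh5*, listed at 0 in both controls and at 1.11, 29.73, and 13.78 TPM in sorted replicates 1 to 3, *Plvap*, at 2.03, 40.13, and 15.42 TPM, and *Lyve1*, at 0.97, 16.72, and 5.57 TPM. Of all 23 endothelial genes listed, 22 were highest in sorted replicate 2, next in replicate 3, and lowest in replicate 1, the order of the LEC share above, where 16.7% would have it by chance. *Selp* was the exception. The order was also that of 86 of the 98 genes under 0.5 TPM in both controls. A response of the HaCa4 cells that was stronger overall in replicate 2 than in 3 and 1 is argued against, since only 12 of the 77 genes that were at 1 TPM or more in both controls and rose had that order (15.6%). Some LEC RNA or LEC cells in the sorted HaCa4 samples may explain the endothelial genes, at mean shares of 0.92% to 1.65%, but the most abundant LEC transcripts outside the lists were not used here. Induction of these genes in a few HaCa4 cells, in numbers that differ between co-cultures, was not tested and stays open. The same order held for the 16 genes under 0.5 TPM in both controls that the paper gives as upregulated, which include *Icam1*, *Itga4*, *Nid1*, *Lama4*, *Kdr*, *Flt4*, and *Cxcl12*. The paper chose 11 of the 23 endothelial genes for its text or Fig. 3B from these libraries.

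In HaCa4-sorted, 17 of the 18 listed genes of the interferon list, none of which the paper names, lay above both controls in every sorted library. *Rsad2* was the exception. The list had a median log2 fold change of 1.43, with 0.87, 1.33, and 2.16 in sorted replicates 1 to 3. *Isg15* rose from 5.68 ± 0.23 TPM (SD, n = 2) to 29.95, 21.17, and 107.96 TPM. LEC RNA as the source cannot be told apart from a response of the HaCa4 cells. Only 1 of the 18 genes had the order of the endothelial genes, and 17 were highest in replicate 3, with a median rise 4.18 times that in replicate 2, although the median LEC share above was 0.98% in replicate 3 and 1.87% in replicate 2. LEC levels would have to be several times higher in replicate 3 to make up for this. None of the 18 genes is among the listed LEC genes, which keeps the explanation open. The only gene of the list measured in LECs, *Gbp5*, had 55.05 TPM in LEC-sorted replicate 2 and 77.77 TPM in replicate 3, a much smaller difference. The paper's methods describe IFN-γ in the growth medium of the LECs and its removal for functional assays, so a trace of IFN-γ in the co-cultures stays open as well and was not tested.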

How the results depend on the processing

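The correlation between libraries with the same number was chosen only after the values had been seen. The numbers of genes with a higher and a lower mean changed by less than 1.5 times in both cell lines with a filter on a mean of at least 1 TPM and after scaling. They ranged from 135 to 192 higher for HaCa4 and from 119 to 127 higher for LECs. A pseudocount of 0.1 cannot change which mean is higher. Medians and leaving out a library cannot do so where the libraries do not overlap, as in 280 of 290 HaCa4 and 185 of 191 LEC genes. That the counts stayed the same in these fits therefore says little about their stability. The number of higher genes without overlap was less stable, and scaling lowered it from 183 to 118 in HaCa4 and from 122 to 66 in LECs. A filter on a mean of at least 10 TPM, chosen after seeing the data, left 59 higher and 79 lower of 138 genes in HaCa4, since it removes genes near 0 in the controls, and 94 higher and 50 lower in LECs. The number of genes past the thresholds was less stable in HaCa4 than in LECs. For HaCa4, the 87 genes became 177 with a pseudocount of 0.1 (120 upregulated, 57 downregulated), 33 with a pseudocount of 5, 145 with each library scaled to the same median (50 upregulated, 95 downregulated), 39 at a log2 threshold of 1, and 0 in limma without the trend, where 161 genes had an unadjusted p under 0.05. The higher log2 threshold removes genes by its construction; for the others, the cause was not tested. Of the 87 genes, 87 were among the 177, 33 among the 33, and 54 among the 145. The fits that each left out one HaCa4-sorted library gave from 0 to 194 genes, with 194 without replicate 1, 87 without replicate 2, and 0 without replicate 3 (126 at an unadjusted p under 0.05). Leaving out a HaCa4 control library leaves 1 control, so no calls were made there. For LECs, 184 genes became 110 after scaling (46 upregulated, 64 downregulated, 108 of them among the 184) and 95 at a log2 threshold of 1, and the fits that each left out one library gave from 165 to 177. Since the listed genes mostly rise, scaling them to a common median lowers the rises by construction.

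Replicate numbers are shared between the control and sorted groups, but nothing shows that they pair the libraries. The correlation of the deviations of libraries with the same number was 0.23 and 0.28 in HaCa4 and 0.23, 0.07, and -0.02 in LECs. With a replicate block, 115 genes passed in HaCa4 and 182 in LECs, within 1.5 times of the fits without it. Of the single genes named, 8 more in HaCa4 passed with the block and 0 in LECs changed. HaCa4 control replicate 2 carries the number 3 in the deposited values. Numbered 3, a choice made after seeing the data, its correlation with sorted replicate 3 was -0.09, and 22 genes passed with the block (14 upregulated, 8 downregulated). The HaCa4 result of the block thus depends on which number is taken. Of the named genes, 11 no longer passed and 1, *Cyr61*, passed.

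The median log2 fold changes of the gene lists depended on the pseudocount where genes were near 0 in the controls. With a pseudocount of 0.1, the endothelial list in HaCa4 went from 1.54 to 3.85, the interferon list from 1.43 to 2.69, and *Krt8*, the only keratinocyte gene listed for LECs, from 0.95 to 3.12. The other lists moved by less than the spread of the sorted libraries, and leaving out each library kept every list's direction. The keratinocyte list in HaCa4, 4 genes, had a median of -0.63, the endothelial list in LECs, 6 genes, 0.35, and the interferon list in LECs, 1 gene, 1.35. Of the 23 genes listed for both cell lines, 7 had the same direction, and between 5 and 7 did under the alternatives.

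Among the single genes named, *Wisp1*, *Cyr61*, and *Tinagl1* in HaCa4 turned from a rise to log2 fold changes of -0.0745, -0.13, and -0.0658 after scaling, and no other named gene changed direction under the alternatives run for single genes. In HaCa4, 15 of the 34 named genes no longer passed in limma without the trend, and 14 others passed with a pseudocount of 0.1. In LECs, 12 of the 38 no longer passed after scaling, and 1, *Itga7*, was lost when a library was left out. The alternative of fitting all listed genes over all 11 libraries together was not run, because the 2 cell lines share only 23 of them. Those 23 genes alone were fitted over all 11 libraries, for the interaction term. The unknown depth limits what can be said of genes under 1 TPM, such as *Itga4*, *Lama4*, and *Tnfsf15*.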

Differences from the paper's values

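The counts by fold change of the mean TPM alone were chosen only after the values had been seen. The paper reports 217 deregulated transcripts in HaCa4 cells, against 87 genes past the same thresholds in limma on log2(TPM + 1). The paper's 142 upregulated transcripts stand against 46, and its 75 downregulated ones against 41. Of the alternatives set before the data were examined, a pseudocount of 0.1 brought all 3 counts within 1.5 times of the paper's (177, 120, and 57 genes). Scaling each library to the same median did so for the total (145) and the downregulated genes (95), but not for the upregulated ones (50). Leaving out HaCa4-sorted replicate 1 did so for the total (194) and the upregulated genes (146), but not for the downregulated ones (48). A filter on a mean TPM of at least 1 did so for the downregulated genes only (51). The other alternatives, namely a pseudocount of 5, a filter at 10 TPM, limma without the trend, the replicate block, a log2 threshold of 1, and leaving out HaCa4-sorted replicate 2 or 3, closed none of the 3 gaps. Nor did the replicate block with HaCa4 control replicate 2 numbered 3, chosen after seeing the data (22, 14, and 8 genes).

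The values analysed here also list 290 genes for HaCa4, of which 260 (187 higher, 73 lower) change by at least 0.5 on the log2 scale between the mean TPM values with a pseudocount of 0.1, and 245 (177 higher, 68 lower) with a pseudocount of 1. For LECs, the 127 higher and 64 lower genes are the numbers the paper gives.

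The paper gives *Icam1*, *Itga4*, *Wisp1*, *Cyr61*, *Nid1*, *Lama4*, *Kdr*, *Flt4*, *Angpt2*, and *Cxcl12* as upregulated in HaCa4 cells. Each was higher in every sorted library than in both controls, and none passed the thresholds, with adjusted p-values from limma between 0.0543 for *Cyr61* and 0.198 for *Lama4*. The paper's own calls came from DESeq2, a different method. The paper also reports higher levels of adhesion genes by RT-qPCR in sorted PDV and HaCa4 cells, among them *Lama4*, *Icam1*, and *Itga4*. Those measurements were not analysed here. With a pseudocount of 0.1, *Icam1*, *Wisp1*, *Cyr61*, *Nid1*, *Flt4*, and *Angpt2* passed. Without HaCa4-sorted replicate 1, *Icam1*, *Itga4*, *Nid1*, *Kdr*, *Flt4*, *Angpt2*, and *Cxcl12* passed. With a replicate block by the labels' numbers, *Wisp1*, *Cyr61*, *Nid1*, and *Angpt2* passed. After scaling, *Icam1*, *Nid1*, and *Flt4* passed. *Cyr61* also passed without HaCa4-sorted replicate 2, and *Lama4* passed under none of the alternatives run for single genes. Of the genes shown in Fig. 3B, *Lif*, *Thy1*, *Icam2*, *Pecam1*, *S1pr1*, *Srpx2*, *Tie1*, *Ecscr*, and *Ptprb* did not pass either, and each of them passed without HaCa4-sorted replicate 1. The same holds for *Tnfsf15* in LECs, with an adjusted p of 0.144 from limma, and it passed with a pseudocount of 0.1.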

Other observations

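The tests of RNA from the other cell type and the splits of the libraries in this part were chosen only after the values had been seen. The limma fit of each cell line had been set earlier.

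In the reverse direction, *Krt8* was listed at 0 in all 3 LEC control libraries and at 0.19, 2.19, and 0.89 TPM in LEC-sorted replicates 1 to 3, while HaCa4-sorted had 220.13, 205.34, and 238.24 TPM. If the whole value came from HaCa4 RNA or cells in the LEC-sorted samples, their share would be 0.09%, 1.07%, and 0.37%. Whether it did cannot be told apart from expression in LECs, because it is the only such gene that gives a share this low. HaCa4 RNA is argued against as the source of the rise of *Cxcl3* and *Tnfrsf9* in LEC-sorted. Both were under 1% of the HaCa4-sorted level in LEC control, and in every sorted library they would need at least 3.34 times the share of *Krt8*. Replicate 2 had the highest share in both directions, as a description of these libraries.

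Among the 10 splits of the 6 LEC libraries into groups of 3, 1, the real one, gave as many as 184 genes past the thresholds, and the other 9 gave 0. With 10 splits, no share under 0.1 can be reached, and the genes had been selected for this split, so chance cannot be told apart from an effect by this count. Among the 10 splits of the 5 HaCa4 libraries into 2 and 3, 2 gave at least 87 genes. The other split, with 111 genes, set HaCa4-sorted replicates 2 and 3 against both controls and HaCa4-sorted replicate 1. Sorted replicate 1 thus lay closer to the controls for many of the listed genes.

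*Gm21451*, on chromosome 14 from 69390417 to 69477453, was listed at 0 in all 3 LEC control libraries and at 68.66, 0.00, and 0.13 TPM in LEC-sorted replicates 1 to 3. It was chosen after its values were seen. Its adjusted p from limma was 0.202, and its mean rests on 1 library. No explanation was tested.

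*Krt6b*, a keratin gene the paper does not name, had the lowest log2 fold change past the thresholds in HaCa4-sorted, with 14.30 and 9.09 TPM in the controls and 3.31, 1.40, and 2.76 TPM in the sorted replicates. Of the other listed genes of the keratinocyte list, *Krt8* and *Dsg3* also had lower means, and *Krt19* had a higher one.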
